# Differential regulation of Type 1 and Type 2 mouse eosinophil activation by apoptotic cells

**DOI:** 10.3389/fimmu.2022.1041660

**Published:** 2022-10-31

**Authors:** Avishay Dolitzky, Inbal Hazut, Shmulik Avlas, Sharon Grisaru-Tal, Michal Itan, Ilan Zaffran, Francesca Levi-Schaffer, Motti Gerlic, Ariel Munitz

**Keywords:** eosinophils, allergy, inflammation, IL-4, IFN-gamma, apoptotic cells

## Abstract

Eosinophils are multifunctional, evolutionary conserved leukocytes that are involved in a plethora of responses ranging from regulation of tissue homeostasis, host defense and cancer. Although eosinophils have been studied mostly in the context of Type 2 inflammatory responses, it is now evident that they participate in Type 1 inflammatory responses and can respond to Type 1 cytokines such as IFN-γ. Notably, both Type 1- and Type 2 inflammatory environments are characterized by tissue damage and cell death. Collectively, this raises the possibility that eosinophils can interact with apoptotic cells, which can alter eosinophil activation in the inflammatory milieu. Herein, we demonstrate that eosinophils can bind and engulf apoptotic cells. We further show that exposure of eosinophils to apoptotic cells induces marked transcriptional changes in eosinophils, which polarize eosinophils towards an anti-inflammatory phenotype that is associated with wound healing and cell migration. Using an unbiased RNA sequencing approach, we demonstrate that apoptotic cells suppress the inflammatory responses of eosinophils that were activated with IFN-γ + *E. coli* (e.g., Type 1 eosinophils) and augment IL-4-induced eosinophil activation (e.g., Type 2 eosinophils). These data contribute to the growing understanding regarding the heterogeneity of eosinophil activation patterns and highlight apoptotic cells as potential regulators of eosinophil polarization.

## Introduction

Eosinophils are bone marrow-derived granulocytes, that are mainly present in mucosal surfaces such as the gastrointestinal and respiratory tract (1). Eosinophils can produce a plethora of immunoregulatory cytokines and are actively involved in the regulation of multiple immune responses (2). In response to diverse stimuli, eosinophils are recruited from the circulation into the inflammatory site, where they modulate immune responses through an array of mechanisms. For example, they can promote tissue damage or, conversely, encourage repair, which may eventually lead to tissue remodeling and fibrosis (3). Triggering of eosinophils by engagement of receptors for cytokines, immunoglobulins, and complement can lead to the generation of a wide range of inflammatory cytokines, lipid-derived mediators, and neuro-mediators (3). Thus, eosinophils can display direct or indirect effector functions by modulating multiple aspects of the immune response (1–3). Due to their ability to respond to, and secrete a multitude of mediators, eosinophils have pleotropic activities in numerous homeostatic processes (especially in mice) and display key roles in inflammatory responses that range from allergic diseases, host-defense and even cancer (4).

Eosinophils are considered terminally differentiated cells. Nonetheless, recent data demonstrate that exposure of eosinophils to distinct inflammatory microenvironments can induce differential transcriptional profiles in these cells (5–8). This could explain, at least in part their pleotropic activities in different disease contexts. For instance, exposure of eosinophils to cytokines such as IL-4, which is present in allergic diseases induces a unique transcriptome signature that is markedly different than the transcriptome signature that is induced by exposure of eosinophils to IFN-γ and/or innate immune stimulation (i.e., *E.* coli) (6). Based on these differential responses, we recently characterized the transcriptional profile of eosinophils and termed them Type-1 eosinophils (in response to IFN-γ with or without *E. coli* stimulation) and Type-2 eosinophils (in response to IL-4) (6). The presence of factors that are capable of modulating Type 1 and Type 2 eosinophil responses are largely unknown.

Cell death is a common feature of infected and damaged tissues in inflammatory sites (9). Engulfment of apoptotic cells by phagocytes (i.e., efferocytosis) (10) is a critical event in the resolution of inflammatory responses. The importance of efferocytosis in homeostasis is demonstrated by the finding that mice, which lack components that enable sensing, recognition and/or engulfment of dead cells, develop autoimmune diseases and/or chronic inflammation (11, 12). Indeed, efferocytosis can inhibit inflammatory signaling in macrophages and is associated with induction of tissue repair and wound healing. In agreement with this, the inflammatory response induced by lipopolysaccharide (LPS)-activated macrophages, is attenuated by their incubation with apoptotic cells (13). Conversely, optimal activation of macrophages with IL-4, which induces an anti-inflammatory phenotype in macrophages (e.g., M2 macrophages), requires the presence of apoptotic cells (14). Furthermore, apoptotic cells can induce the activation of STAT6, a key transcription factor in the IL-4/IL-13 signaling pathway (15).

Increased infiltration of eosinophils is observed in multiple diseases that are characterized by the presence of apoptotic cells. We have recently shown that eosinophils reside in the proximity of Caspase 3^+^ cells in the colons of mice with colorectal cancer (16). Furthermore, we have shown that eosinophils express various receptors mainly of the CD300 family (17–22), that may bind phosphatidylserine (PtdSer) (23), the most common ‘eat-me’ signal, which promotes the engulfment of apoptotic cells (24). Thus, eosinophils are potentially capable of detecting and responding to apoptotic cells. Whether apoptotic cells regulate transcriptional programs in eosinophils is largely unknown.

Herein, we demonstrate that eosinophils can bind and engulf to some extent apoptotic cells. We show that exposure of eosinophils to apoptotic cells induces marked transcriptional changes in eosinophils that are associated with wound healing and cell migration. Furthermore, using an unbiased RNA sequencing approach, we show that apoptotic cells suppress the inflammatory responses of Type 1 eosinophils and augment Type 2 eosinophil activation. These data contribute to the growing understanding regarding the heterogeneity of eosinophil activation patterns and highlight apoptotic cells as potential regulators of eosinophil polarization.

## Materials and methods

### Mice

Wild type (WT) C57BL/6 and BALB/c mice were obtained from Envigo, Israel. BALB/c *Cd300a^-/-^*, C57BL/6 *Cd300b^-/-^*, C57BL/6 *Cd300f^-/-^* were recently descried (19–22). NJ.1638* Il5^Tg^* mice (kindly provided by Dr. James L. Lee, Mayo Clinic, Phoenix, USA), were used for all studies using primary mouse cells. The mice were housed under specific pathogen-free conditions. All experiments were reviewed and approved by the Animal Health Care Committee of Tel Aviv University and were performed in accordance with the regulations and guidelines regarding the care and use of animals for experimental procedures.

### Eosinophil isolation

Mouse eosinophils were isolated from the peritoneal cavity of *Il5^Tg^* mice under sterile conditions (22). Peritoneal cavity was washed with 10mL of PBS. Thereafter, negative selection of eosinophils was performed using anti-Thy1.2 (11443D, Invitrogen) and anti-B220 (11331D, Invitrogen) Dynabead-conjugated antibodies according to the manufacturer’s instructions. Eosinophil purity was validated using flow cytometry; CD45-APC 07512-80-05 biogems; Siglec-F-PE Rat IgG2aκ, 552126/552128 BD Biosciences. Eosinophils were used when purity >97% and viability > 97%.

### Generation of bone marrow-derived eosinophils

Bone marrow-derived eosinophils (BMDEs) were generated as described (25). Briefly, bone marrow cells were collected from the femur and tibia bones by crushing and red blood cells will be lysed with ACK lysis buffer (Sigma). Low-density bone marrow progenitors were separated by gradient centrifugation (Histopaque 1083, Sigma) of 1700 RPM for 30 minutes. Low density bone marrow cells were seeded at 5 X 10^5^ cells/mL in 24 wells plate (BD Falcon) in media containing IMDM (Gibco) with 10% fetal bovine serum (HyClone), 1% penicillin-streptomycin (Biological industries), 2 mM glutamine (Gibco),50 μM β-mercaptoethanol (Sigma) and supplemented with 100 ng/mL stem-cell factor (SCF; PeproTech) and 100 ng/mL FLT3-Ligand (FLT3-L; PeproTech) from day 0 to day 4. On day 4, the media containing SCF, and FLT3-L replaced with media containing 10 ng/ml recombinant mouse interleukin-5 (rmIL-5; Peprotech) alone. Medium refreshing was done every 3 days from day 4 to 14 until eosinophil purity reached >85%. Purity was assessed by flow cytometry using CCR3 (R&D) and Siglec-F (BD Bioscience) as eosinophils markers.

### Generation of apoptotic cells

Wild-type mice (4- to 6-week-old) were euthanized and the thymus was collected, homogenized and thymocytes were incubated in an RPMI-1640 culture medium containing 0.1mM dexamethasone (Sigma). Following 6 hours of incubation, the cells were washed 3 times in the cell’s media by centrifugation.

### Annexin DAPI staining

After induction of apoptosis, thymocytes were washed once in PBS and suspended in Annexin binding buffer. Thereafter, the cells were stained with PE.Cy7-conjugated Annexin V (eBioscience) and DAPI as per the manufacturer’s instructions. After staining, cells were washed with Annexin binding buffer and suspended with PBS. Apoptotic cells were evaluated by flow cytometry and considered as AnnexinV^+^/DAPI^-^ cells.

### Efferocytosis and co culture assays

Eosinophils were labeled using CFSE - Cell Labeling Kit (Invitrogen, Carlsbad, CA) according to the manufacturer’s instructions. Apoptotic thymocytes were labeled using DiD (Invitrogen, Carlsbad, CA). Eosinophils and apoptotic cells were co-cultured (1:5 ratio, eosinophils:apoptotic cells) for 18 hours. Engulfment was determined by image-stream flow cytometry which captures single-cell images showing either single cells or engulfment. Live imaging was performed by snapping pictures every 5 min using IncuCyte^®^. All our stimulating conditions (including those of eosinophils without apoptotic cells) were conducted on eosinophil samples that were purified after the co culture by positive selection using anti-Siglec-F magnetic beads, and immediately resuspend in TRIzol™ Reagent (Invitrogen, Thermo Fisher). This procedure was conducted to ensure that apoptotic cells are not sequenced as well. Eosinophils from all the samples were then assessed by flow cytometry for their viability, which was >90% and purity >95%.

In other experiments, thymocytes were treated for 6 hours with Dexamethasone for the induction of apoptosis. Thereafter, the cells were washed and resuspended in PBS at a concentration of 10^6^/ml and labeled with 20nM pHrodo™ Red succinimidyl ester (SE) (Invitrogen, Thermo Fisher) by incubating them for 1 hour at 37^0^ C. The labeled cells were co-cultured with peritoneal eosinophils that were obtained from *Il5^Tg^* mice for 18 hours. Uptake was assessed by flow cytometry assessing cells that were positive for Siglec-F (as an eosinophils marker) and pHrodo™ Red, SE.

### Quantitative PCR analysis

RNA extracted using TRIzol Reagent (Invitrogen Life Technologies) and cDNA synthesis performed using the iScript™ cDNA Kit (Bio-Rad) according to the manufacturers’ instructions. PCR reactions were done using qPCR GreenMaster with ROX (Larova, Ornat). All primers are murine and were synthesized by Sigma-Aldrich Israel using the following primers: *Tim4:* Fwd (5’ 3’)- ATTCTCCCATCCACTTCACAG, Rev (3’-5’)- CACCATTAGCACAAATCCCAC (band size: 147bp); *Tim3*: Fwd-ACCCTGGCACTTATCATTGG, Rev- TTTTCCTCAGAGCGAATCCTG (band size: 149bp); *Cd300a: Fwd-*CAGGACCAACACTAGAGACAC, Rev-CAGGAGAGCTAACACAGACAAC (band size: 146bp); *Cd300b: Fwd-* AATGACACGGACACTTACTGG, Rev- CATGTCTGTACTGCCGTCC (band size: 150bp)*; Cd300c: Fwd-*AAGGTTGAGGTGTTCGTGG, Rev-CTTTCTGGTCACGCTGGG (band size: 150bp)*; Cd300d: Fwd-*CAGTTCTCTGCTCTACTCCTATTC, Rev-CTTGTAACCCTTCCAGTATGAGG (band size: 144bp)*; Cd300e: Fwd-*GTCTGCTCCTTCTCTGCTTC, Rev-GTCCTCGGCACCAGTATTTC (band size: 141bp)*; Cd300f: Fwd-*ACCACAGTAAAAGAGACCAGC, Rev-GAGATCCAGAAACCCATCACC (band size: 120bp)*; Cd300g: Fwd-*TCATTGTCTTTCCAGGGAGC, Rev-GGACAAGAGTATCAGGACTGG (band size: 149bp)*; MerTk: Fwd-*CCTGAGCCCGTCAATATCTTC, Rev-CGTCAGTCCTTTGTCATTGTG (band size: 144bp); *Axl: Fwd-*TGGGAGAAGGAGAATTTGGC, Rev-AGACAGCTTCACTCAGGAAATC (band size: 138bp). All qPCR reactions were conducted on a Bio-Rad CFX96 real-time PCR machine. Quantitation and normalization were relative to the housekeeping gene hypoxanthine-guanine phosphoribosyltransferase (*Hprt*).

### Flow cytometry

Flow cytometry was performed using a Gallios flow cytometer (Beckman-Coulter) to validate the expression level of selected surface markers on isolated eosinophils (3 X 105 cells in 200 μl). Staining was performed on ice for 30 minutes in HBSS supplemented with 1% BSA, 0.1% sodium azide. Data were analyzed using Kaluza analysis software on 10,000-50,000 acquired events. Surface molecule expression was calculated by defining the delta mean fluorescent intensity between the specific antibody stain and the isotype-matched control antibody.

The following antibodies were used to stain for PtdSer-recognizing cell surface receptors: Anti-mouse LMIR5/CD300b/CLM-7, Rat monoclonal clone 339003, MAB2580; Anti-mouse CD300c/d Rat IgG2bκ 148002, (Biolegend); Anti-mouse CD300LF/CLM-1 Goat polyclonal IgG Santa Cruz sc-161464; Anti-mouse TIM-4-PE Rat/IgG2a, kappa 12-5866 (eBioscience); Anti-mouse TIM-1 Rat/IgG2b, kappa 14-5861 (eBioscience).

### RNAseq

RNA was extracted using TRIzol™ Reagent (Invitrogen, Thermo Fisher) according to the manufacturer’s instructions. The RNA integrity number (RIN) was analyzed using Typestation (Agilent) and only samples of RIN>8 were used. RNA samples were prepared using the CEL-Seq2 protocol (26) with minor changes: instead of single-cells as input, 2 ng of purified RNA (obtained from 10^6 eosinophils), was used for library preparation. The CEL-Seq library was run on an Illumina NextSeq 550 apparatus according to manufacturer’s recommendation. The number of reads ranged from 3,093,819 to 10,621,072 per sample. The reads were mapped to the Mus musculus, GRCm38 genome (fasta:ftp://ftp.ensembl.org/pub/release97/fasta/mus_musculus/pep/Mus_musculus.GRCm38.pep.abinitio.fa.gzgtf ftp://%20ftp.ensembl.org/

pub/release97/gtf/mus_musculus/Mus_musculus.GRCm38.97.chr_patch_hapl_scaff.gtf.gz) using Tophat2 version 2.1.0 (27) with up to 2 mismatches allowed per read, the minimum and maximum intron sizes were set to 50 and 100,000, respectively, and an annotation file was provided to the mapper. The percentage of uniquely mapped reads ranged from 2,599,806 to 8,909,751 per sample. Only uniquely mapped reads were counted to genes, using ‘HTSeq-count’ package version 0.6.1 with ‘union’ mode (28). Normalization and differential expression analyses were conducted using DESeq2 R package version 1.10.0 (29). Sample preparation, sequencing, quality control, and normalization were conducted by the Technion Genome Center, Life Science and Engineering Interdisciplinary Research Center, Technion, Haifa, Israel.

### Bioinformatics analysis

RNA-Seq data from the experiment was trimmed using fastp 0.20.1 (30) and aligned using STAR 2.7.2a (31). Normalization and differential expression analyses were conducted using DESeq2 R package version 1.32.0. Genes were regarded as statistically significant and differentially expressed if they presented false discovery rate (FDR) lower than 0.05 and changed their expression by a factor of 1.5 or more (6). P values were adjusted with FDR multiple comparison correction. Gene ontology annotations were obtained from Ensembl and pathway graphs were obtained from KEGG. In several analyses, datasets were retrieved from public domains and therefore not all genes were identified. In such cases NA represents non-applicable. All datasets presented in this study are available online in accession accession numbers: GSE189213 and GSE216110.

### Enzyme-linked immunosorbent assay

Cytokines were measured by enzyme-linked immunosorbent assay (ELISA) according to the manufacturer’s instructions kit: IL-6, TNF-α, and CCL17 (R&D Systems, Minneapolis, MN).

### Statistical analysis

*P* values of data sets were adjusted with false discovery rate (FDR) using multiple comparison correction (32). FDR lower than 0.05 and fold-change by a factor of 1.5 or more were analyzed. In *in vitro* experiments, one-way analysis of variance (ANOVA), unpaired two-tailed Student’s *t* test with 95% confidence interval were used. All statistical tests were performed with GraphPad Prism V8 software. Experiments are from n=3 biological replicates. Data are shown as mean ± SEM. *-p < 0.05; **-p < 0.01; ***-p* < 0.001*.

## Results

### Eosinophils bind and engulf apoptotic cells

Extracellularly exposed PtdSer is recognized by multiple cell surface receptors and bridging molecules, such as CD300-family members, T-cell immunoglobulin mucin (Tim) receptors, brain-specific angiogenesis inhibitor 1 (BAI1), and or Tryo3-Axl-Mer (TAM) receptors (23, 33–35). Thus, we were first interested to determine the expression pattern of PtdSer-recognizing receptors in eosinophils. To this end, RNA was extracted from peritoneal eosinophils and mRNA expression of CD300-family members, TIM-3, TIM-4, AXL and MerTK were assessed by quantitative PCR. Eosinophils expressed mRNA for multiple PtdSer-recognizing receptors including *Cd300a*, *Cd300b*, *Cd300d*, *Cd300f*, *Cd300g*, *Tim4*, and to and to lesser extent *Cd300c* and *Mertk* (**Figure 1A**). Next, we aimed to confirm protein expression of the aforementioned receptors. Flow cytometric analysis revealed that eosinophils express detectable levels of CD300a, CD300b, CD300f but do not express TIM-4 and TIM-1(**Figures 1B, C**).

**Figure 1:**
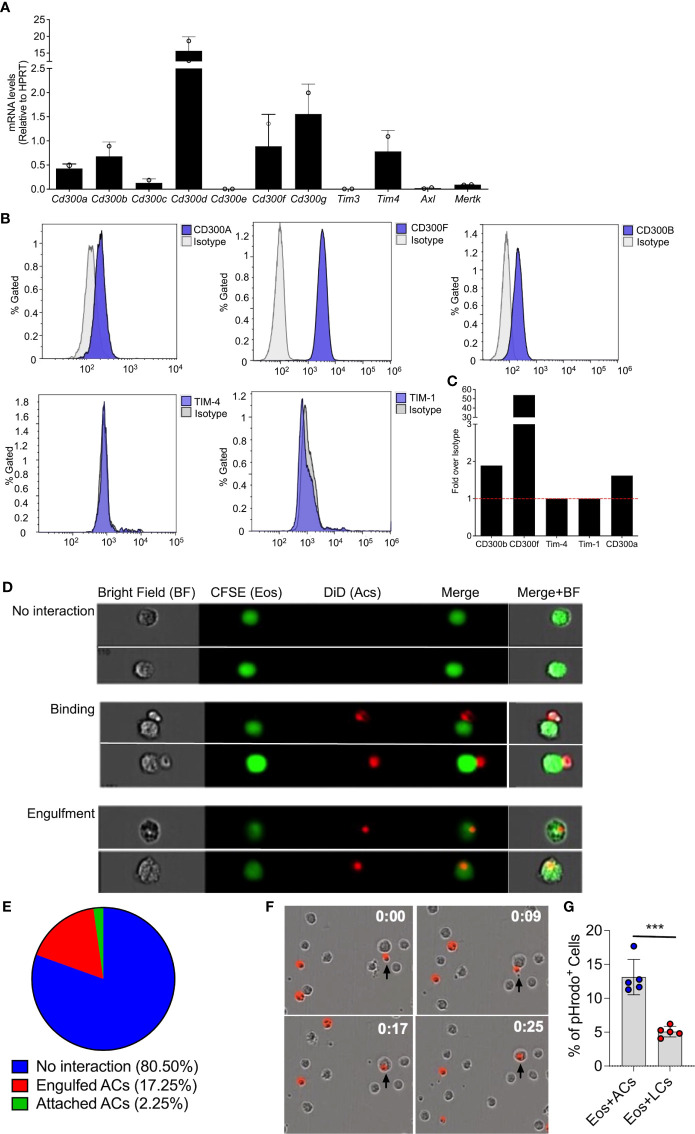
Eosinophils bind and engulf apoptotic cells. mRNA expression of various phosphatidylserine binding receptors was determined in eosinophils by quantitative PCR analysis and normalized to the expression of the house keeping gene hypoxanthine-guanine phosphoribosyltransferase (*Hprt*) **(A)** Protein expression of CD300a, CD300b, CD300f, TIM-1 and TIM-4 was determined by flow cytometry **(B)** and presented as fold expression over isotype control **(C)** Representative photomicrographs **(D)** obtained from ImageStream analysis of CFSE-labeled eosinophils (Eos, green) interacting with DiD-labeled apoptotic cells (red) **(D)**. Quantitative analysis of eosinophil-apoptotic cell interactions is presented **(E)** Snap-shot images from time lapse microscopic analysis of eosinophils (unstained) engulfing DiD-labeled apoptotic cells (red; time-0, 9, 17 and 25 min) **(F)** apoptotic cells (ACs) and live cells (LCs) were labeled with pHrodo™ SE Red and co cultured with eosinophils. The percentage of pHrodo™ SE Red positive cells is shown **(G)** Data are from n=3 **(A, E)** or representative images from n=3 independent experiments. In **(G)**, n=5. ***- p< 0.001.

Expression of PtdSer-binding receptors on eosinophils suggest that they may interact with apoptotic cells. Thus, we determined whether eosinophils bind and/or engulf apoptotic cells. Peritoneal eosinophils were isolated from *Il5^Tg^* mice and labeled with CFSE. Subsequently, the eosinophils (marked in green color) were co-cultured with DiD-labeled apoptotic cells (marked in red) and eosinophil-apoptotic cell interactions was measured by image stream (**Figure 1D**), which enables to capture single-cell images of interacting cells. This analysis revealed eosinophils in three different states. Namely, eosinophils that have no interaction with apoptotic cells (**Figure 1D**- upper panel), Eosinophils that are attached to apoptotic cells (**Figure 1D**- middle panel) and eosinophils that engulfed apoptotic cells (**Figure 1D**- lower panel). Quantitative analysis showed that approximately 20% of the eosinophils were either attached to apoptotic cells (2.25%) or engulfed apoptotic cells (17.25%) (**Figure 1E**). The ability of eosinophils to bind and engulf apoptotic cells was further established using real-time, live-cell imaging analysis where upon introduction of DiD-labeled apoptotic cells (**Figure 1F**, time 0:00), eosinophils were capable of binding them (**Figure 1F**, time 0:09) and rapidly engulfing them (**Figure 1F**, time 0:17 and 0:25).

To further confirm the ability of eosinophils to uptake dead cells, the uptake of pHrodo-labeled *thymocytes* was measured *in vitro* by flow cytometry. This method uses a unique pHrodo dye that fluoresces in response to an acidic environment that is found in the phagosome (36). Indeed, ~13% of the eosinophils, which were co-cultured with apoptotic cells were postive for pHrodod (**Figure 1G**).

### Apoptotic cells induce transcriptional changes in eosinophils

Following the observation that eosinophils can interact with apoptotic cells, we were interested to determine whether interaction of eosinophils with apoptotic cells will alter their transcriptional profile. 

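Eosinophils from the peritoneal cavity of Il5Tg mice, which carry an Il5 transgene, were cultured for 18 h with 5 apoptotic cells (ACs) per eosinophil. The apoptotic cells were thymocytes of wild-type mice killed with dexamethasone. The paper states that the eosinophils were then purified again with anti-Siglec-F beads before RNA extraction. Libraries were made by CEL-Seq2, which counts the 3' ends of transcripts. The authors deposited counts per gene that they had normalized with DESeq2, for 54446 genes. The libraries analysed here with ACs as the only stimulus are 3 from the Type 1 experiment, which also used IFN-γ and E. coli, and 3 from the IL-4 experiment. Between 4234312 and 4844424 reads per library were counted on genes in the former. In the latter, 5303906 and 5294244 reads were counted in replicates 1 and 2 and 779421 in replicate 3. In that last library 1 read stands for a normalized count of 5.3614, so low values are coarse. Libraries of eosinophils without ACs are not analysed here. The unstimulated values given beside the ACs values are the paper's, from its supplementary tables, whose ACs values equal the deposited ones within rounding for 99.9% of the 1954 Table S1 transcripts matched. No test was made between the deposited and the paper's values. Each fold is the mean of the 3 ACs libraries over the mean of the paper's 3 unstimulated values of the same experiment. Between groups of 3, no two-sided exact permutation test can give a p below 0.10, and 10% of transcripts would show no overlap by chance.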

To this end, mouse eosinophils were incubated with apoptotic cells and subjected to RNA sequencing. Pairwise comparison analysis revealed that eosinophils that were co cultured with apoptotic cells upregulated 1,795 transcripts and downregulated 1,678 transcripts, (adjusted p-value < 0.05 and fold change of >< ± 1.5, **Figure 2A** and **Table S1**). 

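Of the 1954 Table S1 transcripts read here, a part of the table, the mean of the 6 ACs libraries was above the mean of the paper's 6 unstimulated values for 1745 (89.3%) and below it for the others. All 6 ACs values lay above all 6 unstimulated values of the paper for 510 transcripts and below them for 130. The means moved in the same direction in the Type 1 experiment and the IL-4 experiment for 1668 transcripts (85.4%). For 956 transcripts the ranges were apart in the same direction in both experiments, and for 38 (1.9%) they were apart in opposite directions. These transcripts are the paper's own calls, so their direction was fixed by how they were chosen. Among the 154 transcripts of Tables S2 to S7, which hold the receptors, secreted factors and transcription factors, the mean over both experiments had the table's direction in 151. With the Type 1 experiment alone it had that direction in 145, and with the IL-4 experiment alone in 144.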

The list of up- and down-regulated transcripts were further analyzed using gene ontology (GO) based on biological processes. This analysis identified that upon interaction with apoptotic cells, eosinophil upregulate pathways that are related to global “leukocyte activation” including “response to wound healing” and “cell migration” (**Figure 2B**). In contrast, GO analysis of the biological processes that were dictated by the downregulated transcripts indicated that following interaction with apoptotic cells, eosinophils downregulated pathways related to “defense response”, “response to IFN-γ”, and “inflammatory response” (**Figure 2B**). These data are consistent with the anti-inflammatory effects of apoptotic cells on additional myeloid cell types (10, 13). To further characterize the transcriptional changes induced in eosinophils by apoptotic cells we analyzed the expression of cell surface receptors (**Figures 2C, D**, **Supplementary Tables 2** **–** **3**), Secreted factors (**Figures 2E, F**, **Supplementary Tables 4** **–** **5**), and transcription factors (**Figures 2G, H**, **Supplementary Tables 6** **–** **7**).

**Figure 2:**
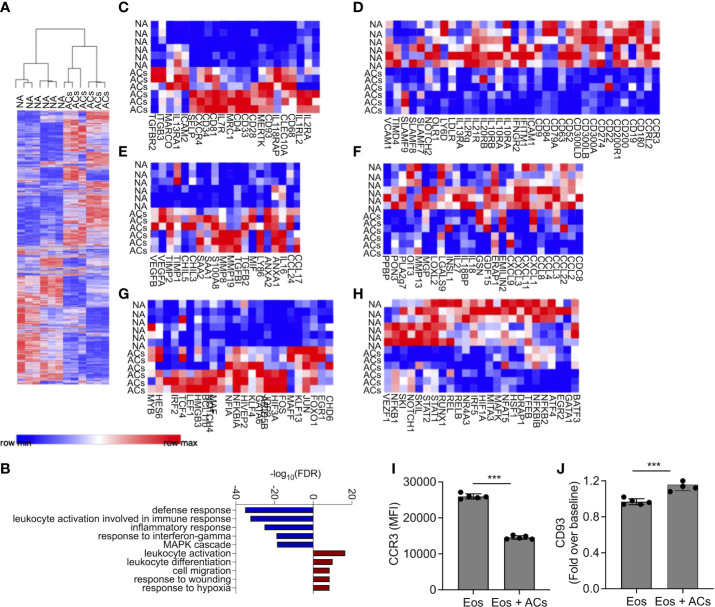
Apoptotic cells induce transcriptional changes in eosinophils. Heat-plot analysis of statistically significant (≥≤ +/-1.5-fold, adj. p value ≤ 0.05) differentially expressed transcripts of eosinophils that were co-cultured with apoptotic cells (ACs) in comparison to non activated eosinophils (NA) **(A)** In **(B)**, Gene ontology (GO) analysis based on biological processes (BP) using the statistically significant differently express transcripts that were induced by apoptotic cells is shown. Heat plot analysis of apoptotic cell-induced up and downregulated cell surface receptors **(C, D)**, secreted factors **(E, F)**, and transcription factors **(G, H)** of eosinophils following incubation with apoptotic cells. Expression of CCR3 **(I)** and CD93 **(J)** was determined by flow cytometry on the surface of eosinophils, which were incubated in the presence of apoptotic cells. Each lane indicates eosinophils that were obtained from a different mouse. ***- p< 0.001.

#### Cell surface receptors

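Cd34 (ENSMUSG00000016494.9) lies on chromosome 1 of GRCm38 from 194938819 to 194961279. Its normalized count with ACs was 381 ± 33.2 (SD, n = 3) in the Type 1 experiment, against the paper's unstimulated mean of 60.7, and 292 ± 109 (SD, n = 3) in the IL-4 experiment, against the paper's 14. The folds were 6.28 and 20.8, and in both experiments every ACs library was above every unstimulated value of the paper.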

Following incubation with apoptotic cells eosinophils upregulated the expression of *Cd34*, which we previously identified as a Type-2 activated eosinophil marker (6) (**Figure 2C**). In addition, the expression of several cytokine and chemokine receptors including *Il2ra, Il7r Il18rap, Il1rl2, Il13ra1, Tgfbr2* and *Cxcr4*, was increased. 

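Cxcr4 had a normalized count of 3680 ± 432 (SD, n = 3) with ACs in the Type 1 experiment, 5.39 times the paper's unstimulated mean, and 2396 ± 576 (SD, n = 3) in the IL-4 experiment, 4.75 times that mean. For Il7r the folds were 4.70 and 1.73, and for Il18rap 3.52 and 5.24, in each case without overlap in either experiment. Il1rl2 was 3-fold higher without overlap in the Type 1 experiment and 2.21-fold higher with overlap in the IL-4 experiment. Il13ra1 was 2.01-fold higher without overlap in the Type 1 experiment and 1.16-fold higher with overlap in the other. Il2ra rose 3.82-fold in the Type 1 experiment, whereas in the IL-4 experiment its ACs libraries, at 0 to 17.3, overlapped the paper's unstimulated range of 7.88 to 13.2, with a fold of 0.752. Tgfbr2 rose 2.55-fold in the IL-4 experiment, and in the Type 1 experiment its fold was 0.949 with overlapping ranges.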

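Selp (ENSMUSG00000026580.16), on chromosome 1 from 164115264 to 164150026, reached a normalized count of 714 ± 120 (SD, n = 3) with ACs in the Type 1 experiment, 8.67 times the paper's unstimulated mean of 82.3. In the IL-4 experiment it was 232 ± 21.7 (SD, n = 3), 4.25 times the paper's 54.7. Itgb3 was 2.27-fold higher without overlap in the IL-4 experiment, and in the Type 1 experiment its 453 ± 22.4 (SD, n = 3) overlapped the paper's unstimulated range of 390 to 473. Icam2 was 1.13-fold higher in the Type 1 experiment and 1.58-fold higher in the IL-4 experiment, without overlap in either.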

Apoptotic cells also increased the expression of adhesion molecules such as *Selp* (P-selectin), *Itgb3*, and *Icam2*, (**Figure 2C**). Interestingly, apoptotic cells markedly downregulated the expression of CD300 family members including *Cd300a, Cd300lb* and *Cd300ld* (**Figure 2D**). Furthermore, multiple SLAM-family receptors such as *Slamf7, Slamf8 and Slamf9* were decreased (**Figure 2D**). 

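The 3 genes lie beside each other on chromosome 11 of GRCm38, between 114890041, the start of Cd300a, and 114989922, the end of Cd300ld. With ACs, Cd300a was at 154 ± 8.8 (SD, n = 3) in the Type 1 experiment and 136 ± 32.7 (SD, n = 3) in the IL-4 experiment, 0.491 and 0.473 of the paper's unstimulated means. Cd300lb stood at 0.470 and 0.567 of those means, and Cd300ld at 0.390 and 0.430. In each experiment all 3 ACs libraries were below all 3 unstimulated values of the paper for each of these transcripts.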

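For Slamf8, the normalized count with ACs was 8.5 ± 5.87 (SD, n = 3) in the Type 1 experiment and 22.5 ± 13.2 (SD, n = 3) in the IL-4 experiment, 0.383 and 0.261 of the paper's unstimulated means, without overlap. Slamf7 was at 0.386 of the unstimulated mean without overlap in the IL-4 experiment and at 0.880 with overlap in the Type 1 experiment. Slamf9 (ENSMUSG00000026548.4, chromosome 1 from 172475358 to 172478575) was at 130 ± 32.3 (SD, n = 3) with ACs in the Type 1 experiment, above the paper's unstimulated range of 8.65 to 34.6. In the IL-4 experiment it was at 20.1 ± 10.7 (SD, n = 3), below the paper's range of 35.8 to 64.5.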

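The eotaxin receptor transcript Ccr3 (ENSMUSG00000035448.9, chromosome 9 from 124021972 to 124031689) was at 3275 ± 95.9 (SD, n = 3) with ACs in the Type 1 experiment and 3440 ± 403 (SD, n = 3) in the IL-4 experiment. The paper's unstimulated values ranged from 7686 to 9182 and from 6676 to 9742, which gives folds of 0.388 and 0.444.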

*Ccr3*, the main receptor for eotaxin chemokines (37), which have key roles in eosinophil biology was downregulated as well (38). 

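Cd274 (ENSMUSG00000016496.7), on chromosome 19 from 29367455 to 29388095, was at 0.471 of the paper's unstimulated mean with ACs in the Type 1 experiment and at 0.370 in the IL-4 experiment. Ifngr2 was at 0.647 and 0.619 of those means. Both transcripts were below every unstimulated value of the paper in all 6 ACs libraries. Ifitm1, whose family has closely related members that could share reads, was at 350 ± 31.4 (SD, n = 3) in the IL-4 experiment against the paper's range of 912 to 1775, whereas in the Type 1 experiment 217 ± 48.9 (SD, n = 3) overlapped the paper's range of 238 to 378.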

Finally, and consistent with the overall anti-inflammatory effects that are associated with the interactions of immune cells with apoptotic cells, the expression of multiple IFN-γ-related transcripts including *Ifitm1*, *Ifngr2*, and the recently described Type1-activated eosinophil marker *Cd274* (PD-L1) were decreased.

#### Secreted factors

Incubation of eosinophils with apoptotic cells induced the expression of soluble factors that are associated with Type-2 immune responses and tissue repair. 

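Chil3 (ENSMUSG00000040809.10, chromosome 3 from 106147554 to 106167564) and Chil5 (ENSMUSG00000043873.11, chromosome 3 from 106016919 to 106032814) are paralogs, so reads could be shared between them. Chil3 was at 2540 ± 333 (SD, n = 3) with ACs in the Type 1 experiment, 3.11 times the paper's unstimulated mean, and at 7477 ± 1822 (SD, n = 3) in the IL-4 experiment, 1.73 times that mean, without overlap in either. Chil5 was at 9.92 ± 5.76 (SD, n = 3) in the IL-4 experiment, where the paper lists its 3 unstimulated values at 0, and at 1.71 ± 0.823 (SD, n = 3) in the Type 1 experiment, where the ranges overlapped. Ccl24 was 2.89-fold higher in the Type 1 experiment and 1.86-fold higher in the IL-4 experiment, without overlap. Ccl17 had only 8.52 ± 2.87 (SD, n = 3) in the Type 1 experiment, 4.86 times the paper's unstimulated mean, without overlap. In the IL-4 experiment it had 3.54 ± 3.78 (SD, n = 3), 2.51 times that mean, and overlapped the paper's unstimulated range of 1.02 to 1.82.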

For example, the IL-4/IL-13-associated factors *Ccl17*, *Ccl24*, *Chil3*, and *Chil5 (* 39 *)* were upregulated (**Figure 2E**, **Table S4**). *S100a8*, which was previously shown to be highly upregulated by eosinophils during colonic repair (8), was also upregulated. In addition, the pro-fibrotic factors/anti-inflammatory factors *Tgfbi*, and *Tgfb2 (* 40 *)*, were also increased following interaction with apoptotic cells. 

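S100a8 was at 47.3 ± 8.62 (SD, n = 3) with ACs in the Type 1 experiment, 2.90 times the paper's unstimulated mean and without overlap. In the IL-4 experiment it was at 45.8 ± 15.6 (SD, n = 3), 1.61 times the paper's mean, and its lowest library, at 28.6, lay within the paper's range of 27.6 to 29.8.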

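Tgfbi was at 2050 ± 180 (SD, n = 3) with ACs in the Type 1 experiment and at 856 ± 31.2 (SD, n = 3) in the IL-4 experiment, 2.32 and 2.84 times the paper's unstimulated means. Tgfb2 was low in both, at 22.2 ± 7.61 (SD, n = 3) and 30.4 ± 12.1 (SD, n = 3), which is 3.78 and 6.47 times those means. Neither transcript overlapped the unstimulated values in either experiment.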

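For Vegfa (ENSMUSG00000023951.17) the normalized count with ACs was 1420 ± 403 (SD, n = 3) in the IL-4 experiment, 2.41 times the paper's unstimulated mean, and 103 ± 48.3 (SD, n = 3) in the Type 1 experiment, where it overlapped the paper's range of 57.3 to 114. Vegfb was 3.36-fold and 2.94-fold higher in these experiments, without overlap. Anxa2 was 3.31-fold higher in the IL-4 experiment and 2.31-fold higher in the Type 1 experiment, without overlap, and Anxa1 was 2.31-fold higher without overlap in the former and 1.47-fold higher with overlap in the latter.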

Interestingly, vascular endothelial growth factor (*Vegf*)a/b, which induces angiogenesis (41), and *Anxa1/2*, a regulator of innate immune responses, were also increased (42). Apoptotic cells decreased the expression of numerous pro-inflammatory secreted factors (**Figure 2F**, **Table S5**). These include multiple chemokines (e.g., *Cxcl1, Cxcl3 Cxcl9, Cxcl11, Ccl2, Ccl3, Ccl4 Ccl8, and Ccl22*) and cytokines (e.g., *Il18* and *Il27*) (**Figure 2F**).

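Cxcl11 was at 4.2 ± 1.44 (SD, n = 3) with ACs in the Type 1 experiment and 2.05 ± 2.9 (SD, n = 3) in the IL-4 experiment, against the paper's unstimulated means of 69.6 and 99.5. Cxcl3 was at 0.354 and 0.0981 of the paper's means, Ccl2 at 0.590 and 0.480, Ccl4 at 0.331 and 0.440, and Il27 at 0.540 and 0.493, each without overlap in either experiment. Ccl3 was at 0.483 of the mean without overlap in the Type 1 experiment and at 0.802 with overlap in the IL-4 experiment, and Ccl22 at 0.307 without overlap and 0.694 with overlap. Ccl8 and Il18 were below the paper's values without overlap in the IL-4 experiment, at 0.155 and 0.416 of the mean, and overlapped them in the Type 1 experiment. Cxcl1 was at 71.2 ± 9.36 (SD, n = 3) in the Type 1 experiment, below the paper's range of 122 to 215, and at 237 ± 30.8 (SD, n = 3) in the IL-4 experiment, 1.30 times the paper's mean with overlap. Cxcl9 was at 14.9 ± 8.11 (SD, n = 3) in the Type 1 experiment, 2.20 times the paper's mean with overlap, and at 0.104 of that mean in the IL-4 experiment.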

#### Transcription factors

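Gata6 (ENSMUSG00000005836.9, chromosome 18 from 11052064 to 11085635) was at 143 ± 38.4 (SD, n = 3) with ACs in the Type 1 experiment and 121 ± 55.5 (SD, n = 3) in the IL-4 experiment. These are 10.8 and 3.05 times the paper's unstimulated means, without overlap. Of 12 macrophage markers among the Table S1 transcripts, 11 had a higher mean with ACs. Their median folds were 5.32 in the Type 1 experiment and 2.44 in the IL-4 experiment. A share of macrophage RNA was not excluded as a source of the Gata6 rise. Maf rose 2.10-fold without overlap in the Type 1 experiment, and in the IL-4 experiment its 459 ± 54.1 (SD, n = 3) overlapped the paper's range of 405 to 545.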

Transcription factor analysis revealed that apoptotic cells increased the expression of *Gata6* and *Maf (* 43, 44 *)*, which are associated with Th2 activation. 

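Klf4 (ENSMUSG00000003032.8, chromosome 4 from 55527143 to 55532466) was at 128 ± 6.14 (SD, n = 3) with ACs in the Type 1 experiment, 15.6 times the paper's unstimulated mean, and at 165 ± 89.6 (SD, n = 3) in the IL-4 experiment, 5.07 times that mean, without overlap in either. Lef1 was at 61.8 ± 28 (SD, n = 3) in the Type 1 experiment, where the paper's highest unstimulated value is 1.02, and at 4.6 ± 4.08 (SD, n = 3) in the IL-4 experiment, where the ranges overlapped. Notch4 was at 15.9 ± 10 (SD, n = 3) in the Type 1 experiment, above the paper's highest value of 4.95, and at 1.52 ± 1.51 (SD, n = 3) in the IL-4 experiment, with overlap. The added cells were thymocytes, and all 10 thymocyte markers among the Table S1 transcripts had a higher mean with ACs. Their median folds were 12.3 in the Type 1 experiment and 6.11 in the IL-4 experiment. RNA carried over from the added cells was not excluded as a source of the Lef1 and Notch4 rises.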

The expression of *Klf4*, which is associated with M2 macrophage polarization was increased as well, and several wnt- and *Notch-*family associated transcription factors such as *Lef1* and *Notch4* were increased (**Figure 2G**). Consistently, apoptotic cells downregulated the expression of several pro-inflammatory transcription factors (**Figure 2H**). These include the signal transducer and activator of transcription (STAT) family members, *Stat1* and *Stat2*. Furthermore, *Nfkb1* and *Nfkb2* were also downregulated (**Table S7**).

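Stat2 was at 392 ± 46.3 (SD, n = 3) with ACs in the Type 1 experiment and 242 ± 61.9 (SD, n = 3) in the IL-4 experiment, 0.688 and 0.486 of the paper's unstimulated means. All 6 ACs libraries were below all 6 of the paper's unstimulated values.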

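Nfkb2 was at 228 ± 31.5 (SD, n = 3) with ACs in the Type 1 experiment and 559 ± 121 (SD, n = 3) in the IL-4 experiment, 0.629 and 0.628 of the paper's unstimulated means, without overlap. Nfkb1 was at 0.839 of the mean without overlap in the Type 1 experiment and at 0.788 with overlap in the IL-4 experiment, where the ACs libraries reached 407 and the paper's lowest value is 385.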

To confirm our RNA sequencing data, we chose to examine protein expression of CD93 and CCR3 which were suggested to be up- and downregulated by apoptotic cells, respectively (**Table S2** **–** **3**). Incubation of eosinophils with apoptotic cells decreased cell surface expression of CCR3 and increased CD93 expression (**Figures 2I, J**). Collectively, these data suggest that apoptotic cells suppress pro-inflammatory genes activation on eosinophils and may augment their responses in settings of tissue repair and remodeling.

### Apoptotic cells suppress proinflammatory responses in Type 1-activated eosinophils

Next, we aimed to determine whether apoptotic cells could suppress proinflammatory responses in eosinophils following stimulation with IFN-γ and/or *E. coli*. To this end, eosinophils were stimulated with IFN-γ, *E. coli*, and IFN-γ followed by *E.* coli to elicit Type 1-polarized eosinophils (6). We specifically classify Type 1 eosinophils as cells that are exposed to IFN-γ in the presence of bacterial/innate stimuli since this condition has been widely used to characterize M1 macrophages (45). 

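The 12 libraries of this experiment that are analysed here were all from eosinophils cultured with apoptotic cells, 3 each with ACs alone, with E. coli + ACs, with IFN-γ + ACs and with IFN-γ + E. coli + ACs. Eosinophils stimulated without ACs are not analysed here, so each stimulus was compared with ACs alone. Reads counted on genes ranged from 4759815 to 5078760 per library with E. coli + ACs, from 2216917 to 4090386 with IFN-γ + ACs and from 3294760 to 3733809 with IFN-γ + E. coli + ACs. The authors' normalized counts plus 1 were taken to log2 and fitted with limma, with 1 estimate of the spread over the 12 libraries, for the 10166 genes with a mean normalized count of at least 10. A transcript was counted at a Benjamini-Hochberg adjusted p under 0.05 and a change of at least 1.5-fold, the paper's threshold. With E. coli + ACs, 513 transcripts were higher and 534 lower than with ACs alone. With IFN-γ + ACs, 1160 were higher and 1013 lower. With IFN-γ + E. coli + ACs, 1494 were higher and 1746 lower, and 3121 of these had no overlap between the groups of 3. With only genes of a mean normalized count of at least 50, 1303 transcripts were higher and 963 lower with IFN-γ + E. coli + ACs, the lower count being the one that moved most. Rescaling to a common upper quartile gave 1155 higher and 2200 lower with IFN-γ + E. coli + ACs, and with IFN-γ + ACs it gave 966 higher and 1247 lower, so which direction held more transcripts depended on the setting. With the replicate number in the model the counts were 508 and 539 with E. coli + ACs, 1161 and 1019 with IFN-γ + ACs, and 1496 and 1768 with IFN-γ + E. coli + ACs, and the residuals of same-numbered libraries had a mean correlation of 0.01. In IFN-γ + E. coli + ACs the largest rises included Cxcl9, with a log2 fold change of 6.41 (standard error 0.31), and Nos2, with 6.16 (standard error 0.17). The largest fall was that of Clec12a, with -5.07 (standard error 0.17).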

Thereafter, the cells were subjected to RNA sequencing. Principal component analysis (PCA) analysis, which represents the relationship between biological replicates, revealed that the major factor, which was responsible for the differences between the samples was the presence of apoptotic cells (**Figure 3A**). This is demonstrated by the PC1 axis that segregated between the samples according to the presence or absence of apoptotic cells and represents 50% of the variance between all groups (**Figure 3A**). Using Venn plot analysis, we compared the effects of apoptotic cells on transcripts that were upregulated in eosinophils following activation with IFN-γ with or without *E. coli*. (**Figures 3B–D**). 

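The transcripts that Table S8 lists as raised by E. coli and IFN-γ and lowered by ACs were examined for a rise with ACs present. Of the 515 listed, 512 were matched and 466 were tested. With IFN-γ + E. coli + ACs, their median log2 fold change over ACs alone was 0.72, above every one of 10000 random lists matched on mean expression, of which 95% lay between -0.06 and 0.08. In this comparison 391 were higher and 75 lower, and 238 were past the threshold as higher and 12 as lower. The median was 0.43 with E. coli + ACs and 0.56 with IFN-γ + ACs. Without each replicate in turn, the median with IFN-γ + E. coli + ACs ranged from 0.71 to 0.77. The paper chose these transcripts for a rise with the same stimuli, so a median above random lists was likely in advance. Their rise without ACs is not analysed here, so the part of it that remains cannot be given.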

Apoptotic cells suppressed the expression of 515 transcripts, which were upregulated by eosinophils that were stimulated with *E. coli* and IFN-γ (**Figure 3B**, **Table S8**). Apoptotic cells inhibited the expression of several surface markers that are associated with an inflammatory phenotype of eosinophils (**Table S8**). For instance, *Cd274*, a key Type-1 activated eosinophil marker (6, 32), was decreased by ~2.4-fold following interaction with apoptotic cells. Moreover, the expression levels of *Cd83* and *Cd86* were downregulated by ~3.8 and ~1.5 respectively. In addition, the expression of the antiviral transmembrane proteins *Ifitm1* and *Ifitm2* were also decreased by apoptotic cells, (~2.7 and ~1.5-fold, respectively). 

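With ACs present, Cd274 was at 2650 ± 345 (SD, n = 3) after IFN-γ + E. coli and at 181 ± 17.3 (SD, n = 3) with ACs alone, a log2 fold change of 3.86 (standard error 0.13, adjusted p = 4.8e-14 from limma).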

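In the presence of ACs, Cd83 was at 6.34 ± 3.05 (SD, n = 3) after IFN-γ + E. coli and 1.67 ± 0.756 (SD, n = 3) with ACs alone, below the mean count required for a test. Cd86 was at 182 ± 49.7 (SD, n = 3) and 144 ± 11.1 (SD, n = 3), a log2 fold change of 0.30 (adjusted p = 0.22 from limma), and was at 413 ± 71.5 (SD, n = 3) with IFN-γ + ACs.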

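Ifitm1 was at 5377 ± 418 (SD, n = 3) with IFN-γ + E. coli + ACs, a log2 fold change of 4.64 over ACs alone (standard error 0.14, adjusted p = 1.6e-14 from limma). Ifitm2 was at 531 ± 48.6 (SD, n = 3) against 615 ± 108 (SD, n = 3) with ACs alone, a log2 fold change of -0.20 (adjusted p = 0.35 from limma).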

Notably, apoptotic cells inhibited the expression of proinflammatory soluble mediators including *Il1a*, *Il1b*, *Il6*, *Il12b*, *Cxcl1*, *Cxcl2*, and *Tnfa*. Furthermore, apoptotic cells downregulated the expression levels of several hallmark inflammatory transcription factors such as *Nfkb2*, *Mapk*, *Mapkapk2*, *Ppard*, and Lipopolysaccharide-Induced TNF-α (*Litaf*) (**Table S8**). 

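Relative to ACs alone, the log2 fold change with IFN-γ + E. coli + ACs was 3.52 for Il1b, 2.65 for Il1a, 2.55 for Cxcl1, 2.37 for Tnf, 1.92 for Cxcl2 and 1.75 for Il6, all past the threshold in limma, with adjusted p from 2.4e-10 for Cxcl1 to 3.8e-05 for Il6. Il6 was at 118 ± 43 (SD, n = 3) against 33.1 ± 3.36 (SD, n = 3), and Tnf at 54.9 ± 19.8 (SD, n = 3) against 9.46 ± 1.99 (SD, n = 3). Il12b was at 11.8 ± 4.65 (SD, n = 3) and had a mean too low to be tested.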

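With IFN-γ + E. coli + ACs, Nfkb2 was at 614 ± 246 (SD, n = 3), Mapkapk2 at 425 ± 132 (SD, n = 3), Ppard at 111 ± 26.6 (SD, n = 3) and Litaf at 628 ± 47.6 (SD, n = 3). Their log2 fold changes over ACs alone were 1.36, 1.01, 1.23 and 0.70, each past the threshold in limma, with adjusted p of 0.00011, 0.00024, 0.00045 and 9.3e-05. Mapk7, the member of its family in the paper's list of transcription factors, had a log2 fold change of 0.56 (adjusted p = 0.021 from limma), short of 1.5-fold.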

The anti-inflammatory effects of apoptotic cells on eosinophils were also observed towards stimulation of eosinophils with IFN-γ or *E. coli* as single activation agents. 

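With a single stimulus, the ranges of the groups of 3 did not overlap for 38.3% of the tested genes with E. coli + ACs and for 42.9% with IFN-γ + ACs, where chance gives 10%. Among the largest changes were Cxcl9, with a log2 fold change of 7.60 over ACs alone with IFN-γ + ACs (standard error 0.31), and Mapt, with -5.20 (standard error 0.65). With E. coli + ACs they were Il19, at 6.07 (standard error 0.55), and Clec10a, at -4.07 (standard error 0.64). The 16 macrophage markers had a median log2 fold change of -0.72 with E. coli + ACs, below the range that held 95% of random lists (-0.10 to 0.28), and of 0.33 with IFN-γ + ACs, within it (-0.16 to 0.39).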

Out of 1,073 transcripts that were upregulated by IFN-γ, apoptotic cells downregulated the expression of 345 (32%, **Figure 3C**, **Table S8**) and out of 857 transcripts that were upregulated by *E. coli*, apoptotic cells decreased the expression of 384 (45%) of total (**Figure 3D**, **Table S8**). Down regulated transcripts in response to IFN-γ stimulation included surface markers (e.g., *Cd36*, *Ldlr*, *Olr1*, *Ly6g*, and *Tlr6*), proinflammatory chemokines/cytokines (e.g., *Cxcl2*, *Cxcl3*, *Il1a*, *Il1b*, *Mif*, and *Il6*), and transcription factors (e.g., *Mapk7*, *Nfkb2*, *Stat1*, *Stat5b*, I*rf1*, and *Nlrc5*). Similarly, down regulated transcripts in response to *E. coli* stimulation included surface markers such as *Cd274* and *Pdcd1lg2* (PD-L2), the pro-inflammatory receptors *Cd80* and *Ldlr* and the LPS receptor *Tlr4* were also downregulated. 

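With IFN-γ + ACs, Irf1 was at 4414 ± 242 (SD, n = 3), Mif at 1619 ± 68.6 (SD, n = 3) and Nlrc5 at 678 ± 137 (SD, n = 3). Their log2 fold changes over ACs alone were 2.49, 2.81 and 1.80, with adjusted p from 6.8e-12 for Irf1 to 1.1e-08 for Nlrc5 in limma. Ly6g (2.16), Il1a (1.24), Tlr6 (0.93) and Cxcl3 (0.85) were also past the threshold. The log2 fold change was 0.46 for Cd36 (adjusted p = 0.36), 0.70 for Il1b (adjusted p = 0.23), 0.43 for Nfkb2 (adjusted p = 0.18), 0.24 for Stat5b (adjusted p = 0.34) and -0.09 for Il6 (adjusted p = 0.84), none past the threshold. Cxcl2, at 0.44 (adjusted p = 0.0097), was short of 1.5-fold. Olr1, at 0.41 (adjusted p = 0.36), changed sign when IFN-γ + ACs replicate 3 was left out.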

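With E. coli + ACs, Cd274 was at 438 ± 23.4 (SD, n = 3), a log2 fold change of 1.27 over ACs alone (standard error 0.13, adjusted p = 1.3e-06 from limma). Cd80, at 0.24 (adjusted p = 0.55), and Tlr4, at -0.31 (adjusted p = 0.49), were not past the threshold. Pdcd1lg2 was at 7.8 ± 3.15 (SD, n = 3), a mean too low to be tested.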

Interestingly, *Csf2rb* (The common beta chain for IL-3, IL-5 and GM-CSF), was also decreased by 1.69-fold. Moreover, proinflammatory secreted factors (e.g., *Ccl2*, *Ccl3*, *Cxcl1*, *Cxcl2*, *Cxcl3*, I*l1a*, *Il6*, and *Tnfa*), were downregulated.

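In the presence of ACs, Csf2rb (ENSMUSG00000071713.6, chromosome 15 from 78325752 to 78353847) was at 17407 ± 1109 (SD, n = 3) after E. coli and 8381 ± 466 (SD, n = 3) with ACs alone. Its log2 fold change was 1.05 (standard error 0.11, adjusted p = 1.3e-06 from limma).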

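The log2 fold change with E. coli + ACs over ACs alone was 2.67 for Cxcl1, 2.61 for Cxcl3, 2.24 for Tnf, 2.07 for Il1a, 1.85 for Ccl3, 1.19 for Cxcl2 and 0.98 for Il6, all past the threshold in limma. The adjusted p of Il6 was 0.019, and with all 18 libraries in one fit it was 0.057, the alternatives ranging from 0.0018 to 0.1. Ccl2 was at 2915 ± 402 (SD, n = 3) against 2401 ± 544 (SD, n = 3), a log2 fold change of 0.29 (adjusted p = 0.3). From transcripts that apoptotic cells lowered under each stimulus, the paper states that their anti-inflammatory effect extends to IFN-γ or E. coli given alone. It also reports gene ontology terms (Figures 3E–G) and a reduced secretion of TNF-α and IL-6 under each stimulus (Figures 3H, I). Neither is analysed here.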

**Figure 3:**
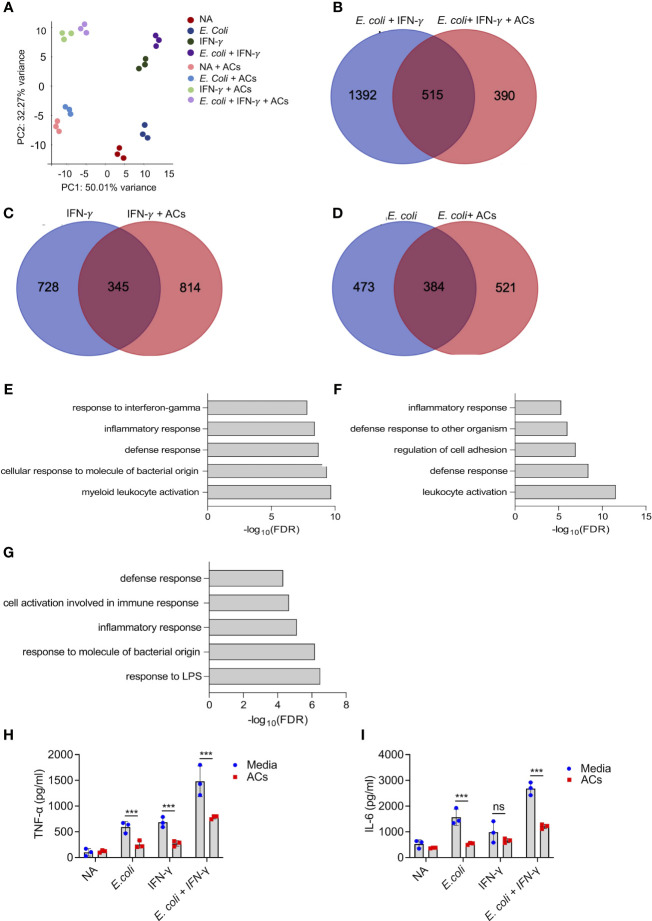
Apoptotic cells suppress proinflammatory responses in Type 1-activated eosinophils. Principal components analysis (PCA) of differentially expressed transcripts following incubation of non activated eosinophils (NA) or eosinophils with *E coli*, IFN-γ, *E coli*+ IFN-γ, in the presence or absence of apoptotic cells (ACs, A). Venn-plot representation compering the transcriptome signatures of transcripts that were upregulated in eosinophils by *E coli* + IFN-γ, *E coli*, or IFN-γ, with the transcripts that downregulated when *E coli* + IFN-γ, *E coli*, or IFN-γ stimulated eosinophils in the presence of apoptotic cells **(B-D)**. Gene ontology (GO) analysis based on biological processes (BP) using the statistically significant transcripts inhibited by apoptotic cells following activation with *E coli* + IFN-γ, *E coli*, or IFN-γ **(E-G)**. Purified eosinophils were stimulated with *E coli* + IFN-γ, *E coli*, or IFN-γ in the presence or absence of apoptotic cells (ACs). Subsequently, the secretion of TNF-α **(H)** and IL-6 **(I)** were determined by ELISA. In **(A)**, each dot represents a different sample (n=3). In **(H, I)** data are representative of n=3 different experiments conducted in triplicates; ns- nonsignificant, ***p<0.001.

To further characterize the effects of apoptotic cells on the suppression inflammatory pathways in Type-1 activated eosinophils, a bioinformatics gene ontology pathway analysis was conducted. The pathways, which were suppressed by apoptotic cells were associated with “response to IFN-γ”, “Inflammatory response”, “response to LPS”, and “defense response” (**Figures 3E–G**). To functionally validate the ability of apoptotic cells to inhibit Type 1 eosinophil responses, eosinophils were stimulated with IFN-γ, *E. coli* and IFN-γ with *E. coli.* Stimulation of eosinophils with IFN-γ, *E. coli*, and *E. coli* + IFN-γ resulted in increased the secretion of TNF-α and IL-6, Incubation of eosinophils with apoptotic cells markedly suppressed IFN-γ-, *E. coli-* and IFN-γ+*E.coli*-induced secretion of TNF-α and IL-6 (**Figures 3H, I**).

### Apoptotic cells augment Type 2 eosinophil activation

Recently, apoptotic cells were shown to enhance macrophage responses towards IL-4. Thus, we were interested to determine whether apoptotic cells will increase IL-4-induced responses in eosinophils as well. To this end, eosinophils were stimulated with IL-4 in the presence or absence of apoptotic cells. 

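The 6 libraries of this experiment that are analysed here were 3 of eosinophils with IL-4 + ACs and 3 with ACs alone. Eosinophils stimulated with IL-4 alone and unstimulated eosinophils are not analysed here, and values given for them are the paper's, from Table S9. Reads counted on genes were 7023455 and 7782072 in IL-4 + ACs replicates 1 and 2 and 849705 in replicate 3, which is as shallow as replicate 3 with ACs alone. With the fit described for the Type 1 experiment, limma tested 10669 genes, and 79 transcripts were higher and 37 lower with IL-4 + ACs than with ACs alone. All 116 had no overlap between the groups. Without a threshold on the adjusted value, 1030 genes had an unadjusted p under 0.05. Weighting the libraries by their noise (arrayWeights in limma) moved the counts most among the alternatives, to 389 higher and 356 lower. With the replicate number in the model 45 were higher and 29 lower, and the residuals of same-numbered libraries had a mean correlation of 0.01. The largest falls included Lcn2, with a log2 fold change of -3.09 (standard error 0.18), and Marco, with -2.58 (standard error 0.22).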

Thereafter, RNA was extracted and subjected to RNA sequencing. PCA plot of the top 500 variable genes, revealed that the factor, which was accounted for the major variance between the samples (62.7%), was explained by the presence of apoptotic cells (**Figure 4A**). PC2 that represents the differences induced by IL-4, accounted for only 18% of the variance (**Figure 4A**). The PCA plot further demonstrated that the groups, which displayed the largest difference were unstimulated eosinophils and eosinophils stimulated with IL-4 in the presence of apoptotic cells (**Figure 4A**). Our analyses revealed that 62 transcripts were significantly upregulated by the combination of IL-4 and apoptotic cells compared to IL-4 or apoptotic cells alone (**Figure 4B**, **Table S9**). 

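Of the 62 transcripts of Table S9, 60 were tested and 40 were past the threshold as higher with IL-4 + ACs than with ACs alone. Adjusting over the list alone, 56 were past it. Leaving out 1 library at a time gave counts from 19 to 43, and the replicate number in the model gave 25. The 3 IL-4 + ACs libraries were above the 3 ACs libraries for all 62 transcripts, and above the paper's 3 IL-4 values for all 62. The list is the paper's own calls on these libraries, so neither the counts nor this separation shows stability. Against the paper's 3 unstimulated values, 58 were apart. Among the 60 tested, the log2 fold change over ACs alone ranged from 0.38 to 6.65, with a median of 1.50. Another 39 transcripts were past the threshold as higher with IL-4 + ACs and are not in Table S9.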

Among these transcripts, several were associated with tissue remodeling and repair. For example, IL-4 increased the expression of *Chil3* by 1.7-fold compared to unstimulated cells. The presence of apoptotic cells induced *Chil3* expression to 9.3-fold (**Figure 4C**, **Table S9**). Similarly, the expression of *Chil4* and *Chil5* were also augmented from a fold increase of 4.1 and 1.4 with IL-4 alone to ~20.5 and ~17.5 with IL-4 in the presence of apoptotic cells. 

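With IL-4 + ACs, Chil3 was at 44702 ± 12907 (SD, n = 3), 10.4 times the paper's unstimulated mean of 4314 and 5.73 times the paper's mean with IL-4 alone of 7797. Its log2 fold change over ACs alone was 2.57 (standard error 0.22, adjusted p = 0.00043 from limma). Reads could be shared with the paralogs Chil4 and Chil5.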

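Chil4 (ENSMUSG00000063779.6, chromosome 3 from 106201490 to 106219507) was at 265 ± 95.4 (SD, n = 3) with IL-4 + ACs, 32.3 times the paper's unstimulated mean of 8.21, and had a log2 fold change of 5.09 over ACs alone (standard error 0.49, adjusted p = 0.00079 from limma). Chil5 was at 58.2 ± 32.7 (SD, n = 3) with IL-4 + ACs, with values of 79.4, 74.8 and 20.6. Its log2 fold change over ACs alone was 2.36 (standard error 0.62, adjusted p = 0.17 from limma), and no fold over unstimulated cells is given because the paper lists those values at 0. With array weights the adjusted p of Chil5 was 9.9e-06, the alternatives ranging from 9.9e-06 to 0.63.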

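Ccl24 was at 999 ± 112 (SD, n = 3) with IL-4 + ACs against 280 ± 50.6 (SD, n = 3) with ACs alone, a log2 fold change of 1.84 (standard error 0.17, adjusted p = 0.00065 from limma). Ear2, whose reads could be shared with related Ear genes, had a log2 fold change of 2.12 (adjusted p = 0.017 from limma, reaching 0.093 across the alternatives). Mrc1 (1.81), Car12 (3.33) and Retnla (0.73) were past the threshold. The adjusted p of Mrc1 was 0.0047, and 0.059 with all 18 libraries in one fit, and that of Retnla was 0.02 and reached 0.11. Retnla, at 96258 ± 5310 (SD, n = 3), was 1.04 times the paper's unstimulated mean of 92789. The Cd209 and Serpina3 families hold close paralogs that could share reads. Cd209e and Serpina3g had at most 3 reads in each library with ACs alone and were at least 21.1-fold and 15.4-fold higher with IL-4 + ACs, both past the threshold. Cd209a had a log2 fold change of 3.67 (adjusted p = 0.15 from limma). Cd209d was at least 3.48-fold higher (adjusted p = 0.18 from limma). Klf4 was at 386 ± 23.6 (SD, n = 3) against 165 ± 89.6, with 268 in the shallow replicate 3, a log2 fold change of 1.35 (adjusted p = 0.093 from limma). Serpina3n, listed at 0 with ACs alone, was at 15.9 ± 13.1 (SD, n = 3) and had a mean too low to be tested. For Klf4, Cd209a and Cd209d, the adjusted p was under 0.05 with array weights, edgeR and DESeq2.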

Combination of apoptotic cells and IL-4 also increased the expression of hallmark eosinophil-associated transcripts (e.g., *Ccl24* and *Ear2*) and several markers of alternatively activated macrophages such as *Cd209*, *Retnla*, *Klf4, Serpina3, Car12* and *Mrc1 (* 46, 47)(**Figures 4D–F**). Gene ontology (GO) analysis based on biological process demonstrated that stimulation of eosinophils with apoptotic cells and IL-4 enriched pathways that are associated with “negative regulation of cytokine production”, “regulation of response to stress” and “regulation of developmental process” (**Figure 4G**). To functionally validate our RNA sequencing data, secretion of CCL17, an IL-4-induced chemokine, was determined following stimulation of eosinophils with IL-4 or IL-4 and apoptotic cells. As expected, IL-4 induced the secretion of CCL17 (**Figure 4H**). Addition of apoptotic cells to IL-4 enhanced CCL17 secretion (**Figure 4H**).

**Figure 4:**
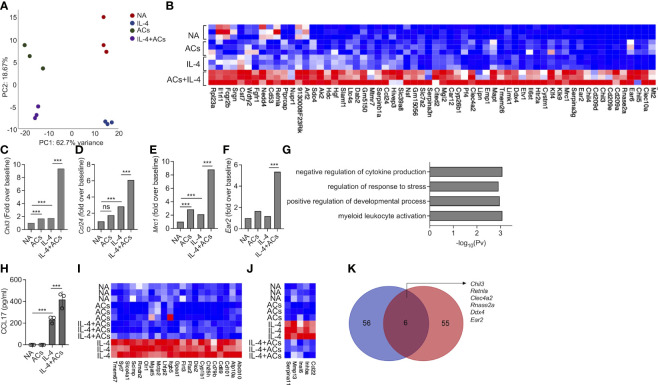
Apoptotic cells augment Type 2 eosinophil activation. Principal components analysis (PCA) of differentially expressed transcripts following incubation of non activated eosinophils (NA) or eosinophils stimulated with IL-4, apoptotic cells (ACs) or IL-4 in the presence of apoptotic cells **(A)**. Heat-map representation of the set of transcripts (62 transcripts) that were augmented by ACs following stimulation with IL-4 compared with apoptotic cells alone and IL-4 alone **(B)**. mRNA levels, of Type-2 eosinophil-associated transcripts, as identified by RNAseq **(C-F)**. Gene ontology (GO) analysis based on biological processes (BP) using the statistically significant differently expressed transcripts following which were increased in eosinophils following their incubation with IL-4 and ACs in in comparison with IL-4 **(G)**. Purified eosinophils were either not activated (NA) or stimulated with IL-4, ACs or the combination of IL-4 + ACs. Thereafter, the secretion of CCL17 was determined by ELISA **(H)**. Heat-map representation of the set of transcripts that were decreased by ACs following stimulation with IL-4 compared with IL-4 alone **(I, J)**. Venn-plot representation comparing the set of transcripts, which were augmented by ACs in the presence of IL-4 in eosinophils (Eos) and macrophages (Mac) **(K)**. In **(A)**, each dot represents a different sample (n=3). In **(H)** data are representative of n=3 different experiments conducted in triplicates; ns- nonsignificant, ***p<0.001.

Stimulation of eosinophils with IL-4 in the presence of apoptotic cells resulted also in decreased expression of 69 transcripts (**Figure 4I**, **Table S10**). 

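Relative to ACs alone, Cd69 was at 238 ± 50.3 (SD, n = 3) with IL-4 + ACs against 150 ± 10.4 (SD, n = 3), Cd101 at 64.9 ± 2.79 (SD, n = 3) against 41.2 ± 14.2 (SD, n = 3) and Ccl22 at 35.3 ± 8.72 (SD, n = 3) against 21.2 ± 18.8 (SD, n = 3). Their log2 fold changes were 0.65, 0.70 and 1.01 (adjusted p = 0.28, 0.52 and 0.61 from limma), none past the threshold. With array weights the adjusted p was 0.0009, 0.007 and 0.00082, each for a rise, and across the alternatives it reached 0.71, 0.74 and 0.8. Eosinophils with IL-4 alone, the group against which the paper compares, are not analysed here.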

Among these, the expression of *Cd69*, an eosinophil activation marker and expression of *Cd101*, a recently described Type 2 eosinophil marker and *Ccl22*, an IL-4-induced chemokine were decreased (**Figures 4I, J**). GO analysis of the downregulated transcript signature resulted in no enrichment of a specific biological pathway (data not shown).

Next, we examined whether the 62 transcripts, which were amplified in eosinophils by stimulation by IL-4 in the presence of apoptotic cells were similar to that, which was previously shown for macrophages (14). IL-4 stimulation in the presence of apoptotic cells induced a minor overlap in transcript identity between eosinophils and macrophages (**Figure 4K**). 

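Relative to ACs alone, Ddx4 had a log2 fold change of 6.37 (standard error 0.54, adjusted p = 0.0004 from limma) and was at 510 ± 75.3 (SD, n = 3) with IL-4 + ACs. Rnase2a, which is related to the Ear genes, was at 1315 ± 351 (SD, n = 3), a log2 fold change of 2.75 (standard error 0.19, adjusted p = 0.0002 from limma). Clec4a2 was at 520 ± 43.7 (SD, n = 3), a log2 fold change of 1.32 (adjusted p = 0.03 from limma), and across the alternatives its adjusted p ranged from 7.9e-06 to 0.099.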

Nonetheless, the shared transcripts (i.e., *Chil3*, *Retnla*, *Clec4a2*, *Rnase2a*, *Ddx4*, and *Ear2*) (**Figure 4K**, **Table S10**) were previously associated with tissue repair and remodeling activities tissue repair-related genes. Taken together, these findings suggest that apoptotic cells enhance eosinophil activities in Type-2 inflammatory settings.

### Eosinophil recognition of apoptotic cells is independent of CD300b and CD300f

Eosinophils express various CD300 receptor family members that could potentially interact with apoptotic cells *via* recognition of PtdSer with specifically high levels of CD300f [**Figures 1B, C** and (18–22, 48)]. Hence, we examined whether apoptotic cells suppress Type 1 eosinophil activation or augment Type 2 eosinophil activation *via* these CD300-family receptors. Our RNA sequencing data suggested that apoptotic cells decreased the expression of CD300-family members. Interestingly, exposure of eosinophils to apoptotic cells markedly increased cell surface expression of CD300b but decreased CD300f expression (**Figures 5A–F**).

**Figure 5:**
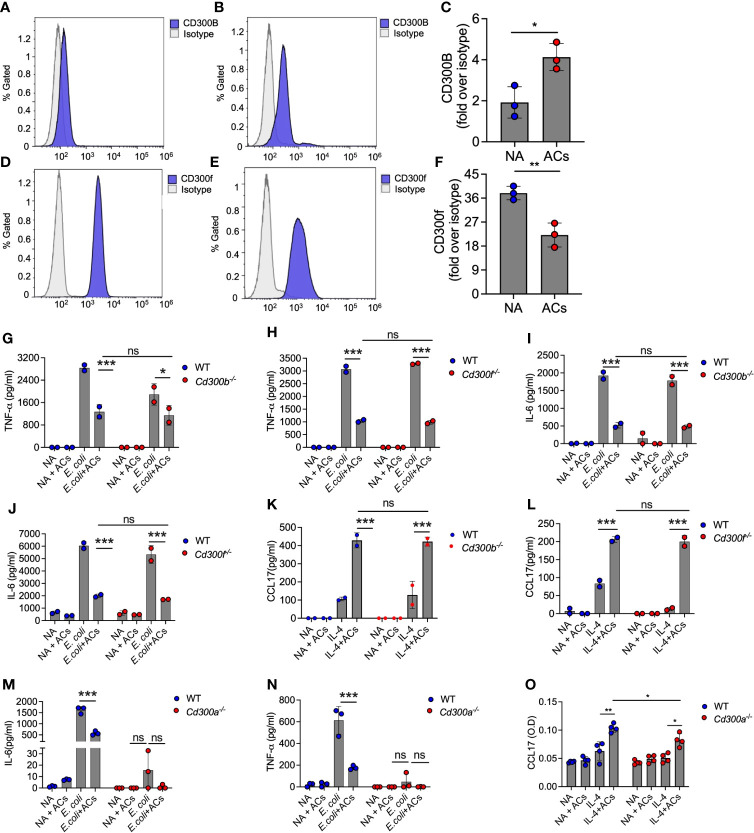
Eosinophil recognition of apoptotic cells is independent of CD300b and CD300f. Surface expression and quantitative analysis of CD300b **(A–C)** and CD300f **(D–F)** following incubation of eosinophils with apoptotic cells (ACs) was determined by flow cytometry. Purified eosinophils from wild type (WT), *Cd300b^-/-^* **(G, I, K)**, *Cd300f^-/-^* **(H, J, L)**, or *Cd300a^-/-^* **(M–O)** were obtained and stimulated with *E. coli* **(G-J, M, N)** or IL-4 **(K, L, O)** in the presence or absence of apoptotic cells (ACs). Thereafter, the secretion of TNF-α **(G, H, N)**, IL-6 **(I, J, M)** and CCL17 **(K, L, O)** were determined by ELISA. In **(A)**, each dot represents a different sample (n=3). In **(A, B, D, E)** data are representative of n=3 different experiments, which are summarized in **(C–F)**. In all other experiments, data are representative of n=3 different experiments conducted in triplicates; ns- nonsignificant, *p<0.05, **p<0.01, ***p<0.001.

Given the relative high expression level of CD300f in eosinophils and the finding that CD300b expression was increased following interaction with apoptotic cells, we hypothesized that CD300b and CD300f will mediate apoptotic cell recognition in eosinophils. Despite high mRNA expression of CD300d in eosinophils we did not functionally examine its involvement in eosinophil-apoptotic cell interactions since it was previously shown to be retained intracellularly, and we could not detect any surface expression of CD300d in eosinophils (data not shown). To examine this, eosinophils from WT, *Cd300b^-/-^* and *Cd300f^-/-^* mice were obtained and stimulated with *E. coli* or IL-4. Apoptotic cells were capable of suppressing *E. coli*-induced secretion of IL-6 and TNF-α in *CD300b^-/-^* and *Cd300f^-/-^* eosinophils to a similar extent as in WT BMDEs (**Figures 5G–J**). Simulation of *Cd300b^-/-^* BMDEs with IL-4 in the presence of apoptotic cells induced similar levels of CCL17 secretion as in WT BMDEs stimulated with IL-4 and apoptotic cells (**Figure 5K**). Consistent with our previous data, *Cd300f^-/-^* BMDEs did not respond to IL-4 stimulation (20). Nonetheless, the presence of apoptotic cells restored the responses of *Cd300f^-/-^* BMDEs to IL-4 to a similar extent as WT eosinophils (**Figure 5L**). These data demonstrate that CD300b and CD300f do not mediate apoptotic cell-driven responses in eosinophils.

Surprisingly, *Cd300a^-/-^* BMDEs did not respond to *E. coli*-induced stimulation, and we could not detect TNF-α or IL-6 in the culture supernatants (**Figures 5M, N**). Similarly, although IL-4-stimulated *Cd300a^-/-^* BMDEs displayed slightly reduced levels of CCL17 secretion in comparison with IL-4-stimulated WT BMDEs, addition of apoptotic cells augmented CCL17 secretion in *Cd300a^-/-^* and WT BMDEs to a similar extent (**Figure 5O**).

## Discussion

Eosinophils are white blood cells that are traditionally associated with allergic and parasitic diseases. Nonetheless, accumulating data suggest key roles for eosinophils in homeostasis and host defense. Since eosinophils are considered terminally differentiated cells, much knowledge has been gained regarding the signals which mediate eosinophil survival and prevent apoptosis. Much less is known regarding the ability of eosinophils to interact with apoptotic cells in the microenvironment and how these interactions can shape eosinophil activities. This is of specific interest since clearance of apoptotic cells and engulfment of apoptotic cells by phagocytes is a key event in the resolution of inflammatory responses (10, 13). The importance of efferocytosis in homeostasis is further demonstrated by the finding that mice, which lack components that enable sensing, recognition and/or engulfment of dead cells, develop autoimmune diseases and/or chronic inflammation (49). Like additional immune cells, eosinophils are constantly exposed to apoptotic cells that are present in their microenvironment (1). Thus, we aimed to characterize the effects of apoptotic cells on eosinophil activities. We demonstrate that eosinophils can physically bind and engulf apoptotic cells. Furthermore, using an unbiased global RNA sequencing approach we show that interaction of eosinophils with apoptotic cells renders them anti-inflammatory. Stimulation of eosinophils with Type 1 polarizing agents (i.e., IFN-γ, *E. coli* and combinations of thereof) (6) in the presence of apoptotic cells markedly suppressed their proinflammatory transcriptome signature and ability to secrete inflammatory cytokines. Furthermore, apoptotic cells augment eosinophil responses towards IL-4, which induces a transcriptome signature that is associated with tissue repair and remodeling. Taken together our data demonstrate that apoptotic cells shape the transcriptome landscape of eosinophils by polarizing eosinophils into an anti-inflammatory phenotype.

Using high resolution and live-imaging techniques, we show that eosinophils can bind and engulf to some extent apoptotic cells. The interaction of eosinophils with apoptotic cells induced marked transcriptional changes in eosinophils that were associated with induction of an anti-inflammatory, immunosuppressive phenotype. These data are consistent with the overall understanding that engulfment of apoptotic cells induces potent immunosuppressive activities in immune cells. For example, the immunosuppressive activities of apoptotic cells upon their interaction with immune cells results in induction of various suppressive mechanisms including the secretion of potent anti-inflammatory cytokines [e.g., TGF-β and interleukin-10 (IL-10)] (50, 51). Similarly, apoptotic cells induced the expression of *Tgfb2* in eosinophils and decreased the expression of numerous pro-inflammatory chemokines/cytokines including *Cxcl1, Cxcl3 Cxcl9, Cxcl11, Ccl2, Ccl3, Ccl4 Ccl8, and Ccl22*, *Il18* and *Il27*. In contrast, chemokines/cytokines that are associated with anti-inflammatory responses including *Ccl17*, *Ccl24*, *Chil3*, and *Vegf* were increased. Furthermore, while the expression of several key proinflammatory transcription factors was decreased (e.g., *Stat1, Stat2, Nfkb1* and *Nfkb2*), the expression of inhibitory transcription factors [e.g., NFκB inhibitor alpha (*Nfkbia*)] and factors associated with tissue repair and wound healing were increased. It was previously shown that apoptotic cells upregulated the expression of *Nr4a1* in macrophages (52), which in turn inhibited the activation of NF-κB and Egr1 (52), which suppress pro-inflammatory gene expression. 

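Nfkbia was at 3514 ± 41.1 (SD, n = 3) with ACs in the Type 1 experiment and 2858 ± 147 (SD, n = 3) in the IL-4 experiment, 3.67 and 1.93 times the paper's unstimulated means, without overlap in either.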

Notably, apoptotic cells upregulated the expression of *Nr4a1* and *Egr1* in eosinophils as well. 

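Nr4a1 was at 75.2 ± 14.5 (SD, n = 3) with ACs in the Type 1 experiment and 38.1 ± 7.65 (SD, n = 3) in the IL-4 experiment, 3.89 and 3.41 times the paper's unstimulated means. Egr1 was at 541 ± 82.7 (SD, n = 3) and 983 ± 508 (SD, n = 3), 1.77 and 7.48 times those means. Neither transcript overlapped the paper's values in either experiment. From the transcripts that rose and fell with apoptotic cells and the surface proteins CD93 and CCR3 (Figures 2I, J), the paper proposes that apoptotic cells suppress pro-inflammatory genes in eosinophils.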

Collectively, these data suggest that apoptotic cells do not induce a global “shut down” of eosinophil transcriptional activity but rather actively reprogram transcriptional activity that results in an anti-inflammatory immunosuppressive eosinophil phenotype.

Although the major cells that are responsible for efferocytosis and clearance of apoptotic cells are macrophages (10), eosinophils are posed in various anatomical locations such as the gastrointestinal tract and are present in multiple inflammatory conditions that are characterized by tissue damage and cell death including colitis, cancer, parasite infections and asthma (1, 2). We have recently shown that like macrophages, exposure of eosinophils to Type 1-associated cytokines (e.g., IFN-γ in the presence of bacterial stimuli) polarized them to display a pro-inflammatory phenotype (termed Type 1 eosinophils). In contrast, exposure to Type 2-associated cytokines (e.g., IL-4) drove them towards immunomodulatory activities (termed Type 2 eosinophils) (6). Whether apoptotic cells could further augment eosinophil polarization is unclear. Herein, we show that apoptotic cells markedly suppressed IFN-γ, *E. coli* and combination of IFN-γ+*E.* coli-induced inflammatory responses and secretion of inflammatory cytokines in eosinophils. In contrast, interaction of eosinophils with apoptotic cells augments their Type 2-associated signature, which is associated with tissue repair and wound healing. Our data are consistent with earlier studies using monocytes, which showed that co-culture of LPS-stimulated monocytes with apoptotic cells resulted in inhibition of TNF-α secretion and induction of IL-10 release (53). Furthermore, they are also in line with the recent finding that IL-4 or IL-13 alone were insufficient to induce an optimal tissue repair transcriptional program in macrophages. Rather, IL-4/IL-13 required the presence of apoptotic cells (14). Interestingly, exposure of eosinophils to IL-4 in the presence of apoptotic cells resulted in transcriptional profile that was different than the one observed for macrophages, which were stimulated with IL-4 in the presence of apoptotic cells and resulted in an overlap of only 6 transcripts (*Chil3*, *Retnla*, *Clec4a2*, *Rnase2a*, *Ddx4*, and *Ear2*). This was unexpected since the transcriptional profile of Type 2 polarized eosinophils was shown to display marked overlap and similarity with that of M2-polarized macrophages (6). The different transcriptional phenotype of eosinophils and macrophages in response to IL-4 and apoptotic cells likely results from the fact that macrophages express a large and different repertoire of receptors and intracellular molecules that can bind, engulf and digest apoptotic cells (54).

In addition to the 6 transcripts, which were shared with macrophages, additional transcripts that are associated with M2 macrophage activities were identified in our analysis. DAB adaptor protein 2 (*Dab2*) which has been shown to display immunosuppressive activities in macrophages and is involved in TGF-β signaling (55), was upregulated in eosinophils following activation of IL-4 in the presence of apoptotic cells. 

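Dab2 was at 841 ± 145 (SD, n = 3) with IL-4 + ACs against 466 ± 49.9 (SD, n = 3) with ACs alone, a log2 fold change of 0.84 (adjusted p = 0.041 from limma). It was past the threshold in 1 of the 6 fits that each left out 1 replicate.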

The expression of *Hivep3*, a transcription factor that negatively regulates gene expression and is suggested as a suppressor of pro-inflammatory gene expression in M2 macrophages (56), was augmented in response to IL-4 and apoptotic cells. Furthermore, expression of *Klf4*, a transcription factor that is associated with the suppression of M1 macrophage polarization and the promotion of M2 polarization (57), was upregulated in IL-4-activated eosinophils in the presence of apoptotic cells. 

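Hivep3 was at 73.2 ± 24.3 (SD, n = 3) with IL-4 + ACs and 13.3 ± 5.7 (SD, n = 3) with ACs alone, a log2 fold change of 2.41 (adjusted p = 0.034 from limma). With all 18 libraries in one fit the adjusted p was 0.15, and across the alternatives it ranged from 1.9e-06 to 0.24. The paper proposes that apoptotic cells enhance the activities of eosinophils in Type 2 settings. It draws on the transcripts raised by IL-4 with apoptotic cells and on the secretion of CCL17 (Figure 4).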

Finally, several IL-4-induced surface molecules were augmented by apoptotic cells in eosinophils. Among these, we identified *Cd209* and *Car12*, which were previously shown to be expressed by M2 macrophags (58), and the alternative (IL-4)-activated macrophages marker, *Mrc1* (CD206) (58). Together, these findings indicate that IL-4 and apoptotic cells induce a distinct transcript signature in eosinophils that augments IL-4 induced responses and polarizes eosinophils into a cell that is associated with Type 2 immune responses such as tissue repair and remodeling.

Our study bears several limitations. First, we could not identify the cell surface receptor in eosinophils, which interacts with apoptotic cells. Nonetheless, we demonstrate that CD300b and CD300f are not involved in suppression of Type 1 eosinophil responses and augmentation of Type 2 eosinophil responses by apoptotic cells. One of our study limitations is that we cannot exclude possible involvement for CD300a especially since *Cd300a^-/-^* eosinophils did not response to *E. coli* stimulation. We did not use neutralizing antibodies to overcome this limitation since we are unaware of neutralizing antibodies capable of locking CD300a (or other CD300 family members). While the inability of CD300a to response to *E. coli* stimulation was unanticipated it was not surprising since we have previously shown that CD300 family members are required for eosinophil activation by IL-4 and IL-33 (20, 59). An addition limitation is that our efferocytosis assays were conducted for long time periods (~18 hrs). This time frame was specifically chosen to assess global transcriptome changes in eosinophils. Nonetheless, it may introduce the activation of various pathways in eosinophils that may be triggered by danger-associated molecular patterns (DAMPs) that in turn can activate a plethora of innate immune receptors. Finally, our study was conducted on murine eosinophils that have been obtained from the peritoneal cavity of *Il5Tg* mice or generated *in vitro* from BM progenitor cells. Thus, the relevance of these findings to human eosinophils remains to be determined. It will be of specific interest to determine whether eosinophils can engulf apoptotic cells in colon cancer where eosinophils have been suggested to directly kill tumor cells (16). Despite these limitations, our global sequencing approach, microscopy studies and efferocytosis assays demonstrate that eosinophils can bind, engulf, and functionally respond to apoptotic cells. Future studies should comprehensively characterize the molecular mechanisms, which enable the interaction of eosinophils with apoptotic cells.

Taken together, in this study we extend our knowledge regarding the transcriptional plasticity of eosinophils. We provide important insights into the regulation of eosinophil gene expression in distinct inflammatory environments and demonstrate the key regulatory effects of apoptotic cells on eosinophil activation especially in Type-1 and Type-2-associated immune settings.

## Data availability statement

The data presented in the study are deposited in the NCBI repository, accession numbers GSE189213 and GSE216110.

## Ethics statement

The animal study was reviewed and approved by Animal Health Care Committee of the Tel Aviv University and were performed in accordance with the regulations and guidelines regarding the care and use of animals for experimental procedures.

## Author contributions

DA and AM- conception and/or design of the work. AD, IH, SA, MI- Data Collection. AD, IH, SA, MI, AM- Data analysis and interpretation. AZ, FL-S- Critical reagents for the study. AD, AM- Drafting the article. AD, FL-S, AM - Revision of the article. AM- Final approval of the version to be published.

## Funding

This work was supported by grants and fellowships to MA from the US-Israel Bi-national Science Foundation (grant no. 2015163), Israel Science Foundation (grants no. 886/15 and 542/20), Israel Cancer Research Fund, Richard Eimert Research Fund on Solid Tumors, Israel Cancer Association, Dotan Hemato Oncology Fund, Cancer Biology Research Center, Tel Aviv University, The Tel Aviv University Faculty of Medicine Recanati Fund, and Azrieli Foundation Canada-Israel, and in part by grants to Francesca Levi-Schaffer from the US-Israel Bi-national Science Foundation (grant no 2015045.) and Aimwell Charitable Trust (UK).

## Conflict of interest

AM is a consultant for Glaxo Smith Kline, Astra Zeneca, Sanofi, Oravax, Sartorious and is an inventor of three patents owned by the Tel Aviv University.

The remaining authors declare that the research was conducted in the absence of any commercial or financial relationships that could be construed as a potential conflict of interest.

The handling editor YT declared a shared parent affiliation with the authors IZ and F-LS at the time of review.

## Publisher’s note

All claims expressed in this article are solely those of the authors and do not necessarily represent those of their affiliated organizations, or those of the publisher, the editors and the reviewers. Any product that may be evaluated in this article, or claim that may be made by its manufacturer, is not guaranteed or endorsed by the publisher.

How the deposited data were processed for this re-analysis (not part of the article)

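RNA sequencing was examined in 18 libraries of mouse eosinophils, all cultured with apoptotic cells for 18 h at 5 apoptotic cells per eosinophil, with 3 libraries per condition. The Type 1 experiment gave 12 of them, with ACs alone, E. coli + ACs, IFN-γ + ACs or IFN-γ + E. coli + ACs. The IL-4 experiment gave the other 6, with ACs alone or IL-4 + ACs. Eosinophils cultured without apoptotic cells are not analysed here, and their values were taken from the paper's supplementary tables only to stand beside the values with ACs.

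The authors deposited a signal per gene and library, which is the number of reads counted on the gene divided by a size factor for the library, as DESeq2 computes it. The table holds 54446 genes, and all columns were used. The paper's methods describe 2 pipelines for alignment and counting, and the paper's text does not name the one behind this table. In each library the values were whole multiples of 1 step, so whole reads were recovered by dividing by that step, for 100.0% of the values in every library. Of the gene identifiers, 54409 were matched to a symbol when the version was ignored, 53229 of them with the same version, and 37 had none. Positions are those of GRCm38.

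Reads counted on genes ranged from 779421 to 7782072 per library, with a median of 4461121. A share below 3 reads cannot be told from 0, and in the replicate 3 libraries of the IL-4 experiment 3 reads stand for normalized counts of 15.42 and 16.08. Between replicates of a condition, the chi-square of the counts per degree of freedom ranged from 4.19 to 14.69, so the spread between libraries exceeded counting error. Replicate numbers come from the sample titles.

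Each comparison was fitted with limma 3.58.1 in R 4.3.3 (lmFit, then eBayes with a trend) on log2 of the authors' normalized count plus 1. The fit used genes with a mean normalized count of at least 10 over its libraries. A transcript was past the threshold at a Benjamini-Hochberg adjusted p under 0.05 and a change of at least 1.5-fold, as in the paper. The stimuli of the Type 1 experiment and their interaction were fitted on its 12 libraries, IL-4 + ACs on its 6, and the ACs libraries of the 2 experiments on those 6. Lists of transcripts were compared with 10000 random lists matched on mean expression in 20 bins. No test combined deposited values with the paper's.

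The alternatives were a pseudocount of 5, all genes with any value above 0, a mean of at least 50, the replicate number in the model, rescaling to a common upper quartile, array weights, edgeR 4.0.16 and DESeq2 1.42.0 on the recovered reads, all 18 libraries in one fit, no fold threshold, and each replicate left out in turn. The genes named are those the paper's text names for RNA sequencing, apart from some not reported here, the genes of marker lists, and in each comparison the 5 with the largest rise and the 5 with the largest fall among transcripts past the threshold without overlap and with a mean of at least 50 in the higher group. The fits were tested on simulated data in which 200 genes were changed 4-fold. Limma recovered 89.5% of them in the IL-4 design with 2 false calls, 90.0% in the IFN-γ + E. coli design with 10 and 87.5% in the interaction design with 6. The simulation gave all libraries of a design the same spread beyond counting error at a given mean. It therefore does not describe libraries of unequal noise, such as those of the IL-4 experiment, or changes near 1.5-fold. Tables were handled with Python 3.11.15, numpy 2.4.6, pandas 2.3.3 and scipy 1.17.1. Gene ontology, secreted proteins and flow cytometry are not analysed here.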

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

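The tests of the 6 transcripts of Tables S2 to S7 were chosen only after their values were seen. The tests of the interaction were set after the numbers of transcripts and the depths had been seen, but before their own results.

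The effect of E. coli in the presence of ACs differed with IFN-γ for 756 transcripts in limma, 321 with a higher and 435 with a lower combined effect than the sum of the single ones. The largest included Egr1, with an interaction of 3.14 on the log2 scale (standard error 0.36, adjusted p = 2.3e-05), and Cxcl11, with -3.84 (standard error 0.35, adjusted p = 2.7e-06). Of 100 groupings of the 12 libraries within replicate numbers, after the additive effects were removed, 1 gave as many transcripts, the real one, and the next gave 84. With all 12 libraries thinned to 2216917 reads, 664 transcripts were past the threshold, 361 higher and 303 lower. At full depth under the same scaling there were 801, so a difference in depth is not borne out for the number. The direction with more transcripts was not that of the main fit, which was scaled differently. The directions at full depth under the same scaling are not given here, so an effect of thinning on them was not told apart from scaling. With the 10 highest transcripts of each library removed, edgeR gave 810, against 824 with them, so a few transcripts taking most of the counts is not borne out. Macrophage markers had a median interaction of -0.80, below the range that held 95% of random lists (-0.34 to 0.22). Only 8 of the 20 thymocyte markers had a mean high enough to be tested in the Type 1 experiment. Their median interaction was -0.58, just below the range of their random lists (-0.57 to 0.54). Over ACs alone, macrophage markers also had a median below random lists with E. coli + ACs, at -0.72 (-0.10 to 0.28), and with IFN-γ + E. coli + ACs, at -1.04 (-0.18 to 0.50). Thymocyte markers went the other way with E. coli + ACs, at 0.80 (-0.56 to 0.26). They were within random lists with IFN-γ + ACs, at -0.20, and with IFN-γ + E. coli + ACs, at -0.31. Eosinophil markers had a median interaction of 0.34, just above random lists (-0.53 to 0.31). A different share of RNA from macrophages and thymocytes between the groups therefore remains a candidate explanation for part of the pattern. A response of the eosinophils that is not additive remains one too. The design cannot tell these apart.

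In the Type 1 experiment and the IL-4 experiment, 6 of the 154 transcripts of Tables S2 to S7 were apart from the paper's unstimulated values in opposite directions. The folds with ACs were 1.96 and 0.823 for Arid5b, 1.46 and 0.414 for Il18bp, 1.14 and 0.502 for Pon3, 5.46 and 0.434 for Slamf9, 1.88 and 0.479 for Timd4, and 2.15 and 0.738 for Timp1, with the Type 1 experiment given first. The difference between the experiments was not tested. All 6 had more than 3 reads in all 6 ACs libraries, which does not test the coarse steps of the shallow library. In the IL-4 experiment the highest ACs values were 32.2 for Slamf9 and 59 for Arid5b, against the paper's lowest of 35.8 and 60. There 1 read of ACs replicate 3 stands for 5.3614, so low depth was not excluded for these. For 5 of the 6 transcripts the paper's unstimulated values did not overlap between the experiments. A difference in the unstimulated eosinophils may therefore account for part of the pattern. The ACs values did not overlap between the experiments for 5 of the 6 either, so the unstimulated cells alone cannot be said to be the source. No biological explanation was tested.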

How the results depend on the processing

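Alternatives were set before the data were examined, except leaving out replicate 3 of both groups of the IL-4 experiment together, the 1.5-fold measure for Tables S2 to S7 and the alternatives for the folds over unstimulated values, which were chosen after seeing the data. Among 115 pairs of a named gene and a comparison, 94 kept their direction and side of the threshold under every alternative run for them, 11 lost the threshold and 9 passed it under at least 1, and 1 changed direction. Of the 5 folds over unstimulated values, those of Chil4 and Mrc1 moved by more than the replicate SD. The cause of the changes was not tested, apart from the test of depth described with the IL-4 experiment's replicate 3.

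The IL-4 + ACs counts moved most. Against 79 higher and 37 lower, array weights gave 389 and 356, which included all 116 transcripts, and without replicate 3 of both groups the counts were 345 and 311, which also included all 116. All genes with any value above 0 gave 125 and 83, edgeR 127 and 85, and DESeq2 128 and 81. With all 18 libraries in one fit there were 116 higher and 105 lower, and 52.5% were higher instead of 68.1%. Across the 6 fits that each left out 1 replicate, the counts ranged from 31 to 95 and from 16 to 51, and the Table S9 count from 19 to 43 around 40. It is not known here whether samples with the same replicate number came from the same mouse, and the residuals of such pairs had a mean correlation across genes of 0.01. With the replicate number in the model, 45 were higher and 29 lower, and 25 transcripts of Table S9 were past the threshold. The interaction then gave 314 higher and 425 lower, against 321 and 435.

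In the Type 1 experiment, array weights raised the transcripts lower with E. coli + ACs from 534 to 870. Fits without 1 replicate gave 401 to 471 higher and 352 to 407 lower. A mean of at least 50 gave 645 lower with IFN-γ + ACs, against 1013, and 963 lower with IFN-γ + E. coli + ACs, against 1746. For the interaction, DESeq2 gave 485 higher against 321, and all 18 libraries in one fit gave 281 lower against 435. Leaving out 1 replicate gave 161 to 444 higher and 239 to 582 lower over 12 fits. Between the ACs libraries of the experiments, leaving out 1 replicate gave 503 to 1284 higher and 761 to 1450 lower, against 904 and 1134. Upper-quartile rescaling moved the median of all genes with IFN-γ + E. coli + ACs from -0.05 to -0.18, and 34.4% of transcripts past the threshold were higher, against 46.1%. With IFN-γ + ACs 43.7% were higher, against 53.4%. The Table S8 median stayed between 0.58 and 0.80 under all alternatives run, against 0.72.

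With IFN-γ + ACs, Olr1 was not past the threshold and changed sign. In the fits without 1 replicate, its log2 fold change ranged from -0.02 to 0.67, against 0.41, with the lowest value without IFN-γ + ACs replicate 3.

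The 6 libraries can be split in 4 ways that part every same-numbered pair, and for IL-4 + ACs 1 of the 4, the real one, gave as many transcripts, as it did for Table S9. The same was found for E. coli + ACs, IFN-γ + ACs, IFN-γ + E. coli + ACs and the ACs libraries of the 2 experiments, each with 1 of 4. The other 3 splits gave 0 in each case, and 4 splits are too few for a share under 0.05. In the IL-4 experiment 1 read stands for a normalized count above 5 in both replicate 3 libraries. With its libraries thinned to 779421 reads, 95 transcripts were past the threshold, against 114 at full depth.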

Differences from the paper's values

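The paper's fold of Chil4 with IL-4 and apoptotic cells is 20.5, against 32.3 here. Leaving out replicate 3 gave 25.6, within 1.5 times of the paper's. Leaving out replicate 1 gave 35.2, which is further from the paper's. It lay within the replicate SD only because that SD was 14.8, against 11.6 with all replicates. Leaving out replicate 2 gave 36.1, which was within neither. Adding a pseudocount of 5 to both means gave 20.5, and the mean of log2 values with a pseudocount of 5 gave 20.7. All alternatives for these folds were chosen after seeing the values, and none was set before the data were examined.

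The fold of Mrc1 was 14.2, against the paper's value of about 8.7 in Fig. 4E, read by eye. With a pseudocount of 5 it was 10.2 and with the mean of log2 values 11.6, both within 1.5 times of the paper's and both chosen after seeing the values. Leaving out each replicate gave 13.2, 14.4 and 15.1, which were not.

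The paper gives 62 transcripts higher with IL-4 and apoptotic cells than with either alone, and 40 of those were past the threshold here against ACs. Of the alternatives set before the data were examined, a pseudocount of 5 (42), all genes with any value above 0 (51), array weights (55), edgeR (51), DESeq2 (53), all 18 libraries in one fit (43), the fit without ACs replicate 3 (43) and adjustment over the list alone (56) came within 1.5 times of the paper's count. A mean of at least 50 (34), the replicate number in the model (25), upper-quartile rescaling (40), no fold threshold (40), the fits without IL-4 + ACs replicate 1, 2 or 3 (19, 23 and 30) and those without ACs replicate 1 or 2 (24 and 28) did not. Leaving out replicate 3 of both groups, chosen after seeing the values, gave 53. Of the 22 transcripts not past the threshold, 17 were past it under at least 1 other setting and 5 under none, namely Fgfr1, Il1rl1, Lipn, Rpl23a and Serpina3n.

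The paper names Klf4, Chil5 and members of the Cd209 family among the transcripts raised by IL-4 with apoptotic cells. Klf4 (adjusted p = 0.093), Chil5 (0.17), Cd209a (0.15) and Cd209d (0.18) were not past the threshold in limma. Array weights, edgeR, DESeq2 and adjustment over the list alone brought all 4 past it. All genes with any value above 0 did so for Klf4 and Chil5, all 18 libraries in one fit and leaving out ACs replicate 3 for Klf4, leaving out IL-4 + ACs replicate 3 for Chil5, and a pseudocount of 5 for Cd209a. Leaving out replicate 3 of both groups, chosen after seeing the values, did so for Klf4, Chil5 and Cd209a. The paper counts Retnla among the transcripts raised by the combination over IL-4 or apoptotic cells alone. Its mean here was 1.66 times that with ACs alone and 1.53 times the paper's mean with IL-4 alone, without overlap. It was 1.04 times the paper's unstimulated mean, with overlap.

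The paper lists Slamf9 as lowered by apoptotic cells, and over both experiments its mean here was 2.14 times the paper's unstimulated mean. Emilin2 and Gsn, listed as lowered, were at 1.27 and 1.30 times. Among transcripts the paper names as lowered, Cxcl9 was at 2.20 times in the Type 1 experiment, Cxcl1 at 1.30 times in the IL-4 experiment and Il18 at 1.00 times in the Type 1 experiment, with overlap. Among those named or listed as raised, Il2ra was at 0.752, Bcl11b at 0.892 and Maf at 0.983 in the IL-4 experiment, and Myb at 0.769, Tgfbr2 at 0.949 and Mif at 0.986 in the Type 1 experiment, all with overlap. Timp1 and Arid5b, at 0.738 and 0.823 in the IL-4 experiment, were below the paper's values without overlap.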

Other observations

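The tests of transcripts of the response to low oxygen and of Y-linked reads were chosen only after the results were seen. The thymocyte test among the Table S1 transcripts and the macrophage test of IL-4 + ACs were set before the libraries were examined, and the others after the numbers of transcripts and the depths had been seen but before their own results, except that the paper's tables had shown the values of 5 of the 16 macrophage markers with ACs in both experiments.

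Eosinophils with ACs alone differed between the experiments, with 904 transcripts higher and 1134 lower in the Type 1 experiment in limma. Of the tested genes, 42.2% had no overlap, where chance gives 10%. Any batch of the libraries would follow the experiment, so the 2 cannot be told apart. With all 6 libraries thinned to 779421 reads, 1375 transcripts were past the threshold, 717 higher and 658 lower. At full depth under the same scaling there were 2048, so depth alone is not borne out for the number. The direction with more transcripts was not that of the main fit, which was scaled differently. Here too, an effect of thinning on the direction was not told apart from scaling. Macrophage markers had a median log2 fold change of -0.24, within random lists (-0.35 to 0.30). Of these 16 markers, 5 were past the threshold as lower and 0 as higher, so a different share of macrophage RNA was not excluded. Only 6 of the 20 thymocyte markers had a mean high enough to be tested here. Their median was 1.60, above random lists (-0.70 to 0.65), with 5 higher and 1 lower. A larger share of thymocyte RNA in the Type 1 experiment therefore remains a candidate explanation for part of the difference. Transcripts of the response to low oxygen had a median of -2.47, below random lists (-0.29 to 0.26), and Adm was at least 104-fold lower. Among the Table S1 transcripts those of this list had a median fold over the paper's unstimulated values of 3.02 in the IL-4 experiment and 1.11 in the Type 1 experiment. Within the Type 1 experiment the list also rose over ACs alone, by a median of 1.65 with IFN-γ + ACs and 2.25 with IFN-γ + E. coli + ACs, so its level also changes with the stimulus. A response to low oxygen in the cultures of the IL-4 experiment may account for another part, but was not told apart from other causes of these changes. No other biological explanation was tested.

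Xist was at 2756 ± 283 (SD, n = 3) with ACs in the Type 1 experiment and 44.8 ± 27.7 (SD, n = 3) in the IL-4 experiment. All 4 Y-linked transcripts examined were lower in every ACs library of the Type 1 experiment, which is consistent with eosinophils from mice of different sex in the 2 experiments. Even so, all 12 libraries of the Type 1 experiment had more than 3 Y-linked reads, from 7 to 55. Ddx3y was at 16.8 ± 4.2 (SD, n = 3) with ACs, 3.2% of its level in the IL-4 experiment, and the paper's unstimulated values are 0 in the Type 1 experiment and from 388.75 to 653.09 in the IL-4 experiment. RNA of apoptotic cells from male mice in the eosinophil libraries is a candidate explanation for the 12 libraries. No biological explanation was tested.

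Among the Table S1 transcripts read here, 10 thymocyte markers had a mean above the paper's unstimulated mean, of 10 present, where 89.2% of the other transcripts did. Their median fold was 12.3 in the Type 1 experiment and 6.11 in the IL-4 experiment, against 1.83 and 1.95 for the others. Of 12 macrophage markers present, 11 had a mean above it, with median folds of 5.32 and 2.44. The list was chosen by the paper for its change, so how much of this rise is carried-over thymocyte RNA could not be told apart from a response of the eosinophils. The Y-linked reads described above are consistent with some RNA of the added cells in the Type 1 libraries, but do not give its share of these markers, and a share of macrophage RNA in the ACs libraries was not tested. Macrophage markers were not raised by IL-4 + ACs over ACs, with a median log2 fold change of -0.22 below random lists (-0.13 to 0.16). These markers therefore give no sign of a larger share of macrophage RNA. The test cannot exclude one, because IL-4 could change the markers themselves. It also does not address macrophage RNA that responds to IL-4 at an unchanged share. A macrophage source of the macrophage-associated transcripts that rose was therefore not excluded.

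In the IL-4 experiment 116 transcripts were past the threshold, and without both shallow replicate 3 libraries 656 were, including all 116. Thinning all 6 libraries to 779421 reads lowered the count only from 114 to 95 under the same scaling. The low depth of that pair may account for part of the small count, but leaving the pair out removes whole libraries, so depth cannot be told apart from another difference of these libraries.

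In the presence of ACs, the first principal component of the 12 Type 1 libraries held 40.3% of the variance and the second 17.7%. The conditions lay apart along them, with ACs alone at one end of the first and IFN-γ + E. coli + ACs at the other.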
